# Inhibition of Methyltransferase DOT1L Sensitizes to Sorafenib Treatment AML Cells Irrespective of *MLL*-Rearrangements: A Novel Therapeutic Strategy for Pediatric AML

**DOI:** 10.3390/cancers12071972

**Published:** 2020-07-20

**Authors:** Annalisa Lonetti, Valentina Indio, Maria Antonella Laginestra, Giuseppe Tarantino, Francesca Chiarini, Annalisa Astolfi, Salvatore N. Bertuccio, Alberto M. Martelli, Franco Locatelli, Andrea Pession, Riccardo Masetti

**Keywords:** pediatric acute myeloid leukemia, DOT1L, ChIP-seq, BRAF, targeted therapy, Pinometostat, Sorafenib

## Abstract

Pediatric acute myeloid leukemia (AML) is an aggressive malignancy with poor prognosis for which there are few effective targeted approaches, despite the numerous genetic alterations, including *MLL* gene rearrangements (*MLL*-r). The histone methyltransferase DOT1L is involved in supporting the proliferation of *MLL*-r cells, for which a target inhibitor, Pinometostat, has been evaluated in a clinical trial recruiting pediatric *MLL*-r leukemic patients. However, modest clinical effects have been observed. Recent studies have reported that additional leukemia subtypes lacking *MLL*-r are sensitive to DOT1L inhibition. Here, we report that targeting DOT1L with Pinometostat sensitizes pediatric AML cells to further treatment with the multi-kinase inhibitor Sorafenib, irrespectively of *MLL*-r. DOT1L pharmacologic inhibition induces AML cell differentiation and modulates the expression of genes with relevant roles in cancer development. Such modifications in the transcriptional program increase the apoptosis and growth suppression of both AML cell lines and primary pediatric AML cells with diverse genotypes. Through ChIP-seq analysis, we identified the genes regulated by DOT1L irrespective of *MLL*-r, including the Sorafenib target *BRAF*, providing mechanistic insights into the drug combination activity. Our results highlight a novel therapeutic strategy for pediatric AML patients.

## 1. Introduction

Acute myeloid leukemia (AML) is a genetically heterogeneous group of myeloid malignancies that account for approximately 20% of pediatric leukemias [1]. Currently, long-term cure is achieved in only 60% of pediatric AML cases and the possibility of relapse is still high, ranging between 25% and 35% [2], especially for poor prognosis AML subtypes including FMS-like tyrosine kinase 3 (*FLT3*) mutated and mixed lineage leukemia rearranged (*MLL*-r). Therefore, at present, improved therapies for pediatric AML remains an unmet need.

Recent studies have elucidated the role of the histone methyltransferase disrupter of telomeric silencing 1-like (DOT1L) in *MLL*-r leukemias. DOT1L is the only known methyltransferase catalyzing non-processive mono-, di-, and trimethylation of lysine 79 on histone H3 (H3K79), and the presence of H3K79me2 strongly correlates with active gene transcription [3]. DOT1L is a component of multiprotein complexes [4], and a number of proteins that it associates with are MLL fusion partners. As a result, in *MLL*-r leukemias, DOT1L is recruited on ectopic target sites, and its mislocation promotes the aberrant overexpression of developmentally important genes—for instance, *HOXA* cluster genes and *MEIS1* [5,6,7]. Accordingly, several studies have reported the role of DOT1L in leukemogenesis in the presence of different *MLL* rearrangements [6,8,9,10,11,12,13,14], and inhibiting DOT1L became an interesting strategy to impair leukemic transformation.

Pinometostat is a small molecule that blocks DOT1L activity by competing with the methyl-donor *S*-adenosyl-L-methionine (SAM). Due to the encouraging results obtained in preclinical studies [15], Pinometostat entered phase I clinical trials to treat both pediatric (NCT02141828) and adult (NCT01684150) refractory/relapsed patients affected by *MLL*-r leukemias, showing, however, modest clinical efficacy [16]. Moreover, additional leukemia subtypes, including *MLL*-PTD, *IDH1/2*-, *NPM1*-, and *DNMT3A*-mutated subtypes, were found to be sensitive to DOT1L inhibition [17,18,19,20,21], strengthening the importance of DOT1L methyltransferase activity for leukemic cells irrespectively of *MLL*-r. Several in vitro studies also demonstrated a combination benefit of DOT1L inhibitors in conjunction with chemotherapeutic agents or chromatin modifying drugs [22,23].

In light of the above, we hypothesized that DOT1L inhibition could sensitize pediatric AML cells to further treatment because of the impact on the regulation of genes involved in hematopoietic cell maintenance. In particular, we sought to investigate whether DOT1L inhibition with Pinometostat could sensitize AML cells, irrespectively of MLL fusions, to Sorafenib, a multi-kinase inhibitor with activity against FLT3, members of the RAF/MEK/ERK signaling pathway, VEGFR2, PDGFR, and KIT [24].

Our study demonstrates that combined treatment dramatically impacts AML cell proliferation and survival, despite the poor response to Pinometostat as a single agent and irrespective of *MLL*-r. We also tried to determine the mechanisms underlying Pinometostat sensitization of AML cells. Through ChIP-seq analysis, we identified the DOT1L targets shared between *MLL*-r and non-*MLL*-r AML cells that play relevant roles in cancer biology, including *RAF1* and *BRAF*, which encode for RAF/MEK/ERK signaling members inhibited by Sorafenib, and we validated the notion that strong BRAF down-modulation is a mechanism by which Pinometostat enhances Sorafenib efficacy. Collectively, our findings describe a promising approach to improve outcomes for pediatric AML patients.

## 2. Results

### 2.1. DOT1L Inhibition Impairs Proliferation and Induces Myeloid Differentiation Irrespective of MLL-r

First, we tested the efficiency of 1 µM Pinometostat in inhibiting DOT1L methyltransferase activity, confirming that such a concentration, chosen so as not to exceed those used in vivo [16], caused the expected biological response, leading to the almost complete loss of H3K79me2 expression (Figure 1A). Since H3K79me2 loss impacts cell viability because of its involvement in regulating gene expression, we then examined the effect of Pinometostat on cell proliferation through flow cytometry to evaluate viable cell numbers (Figure 1B). As reported elsewhere, DOT1L inhibition impacted cell growth in the presence of *MLL*-r in a dose- and time-dependent manner. As expected, MV4-11, MOLM-13, and NOMO-1 cell lines, carrying MLL-AF4 or MLL-AF9 fusions, showed a dramatic decrease in cell number, with IC_50_ values below 1 µM following 8 days of treatment. In contrast, proliferation of U-937 or HL-60 cells, both lacking *MLL*-r, was unaffected by Pinometostat. Surprisingly, DOT1L inhibition had no effect on MLL-AF9-positive THP-1 cells, whereas it significantly decreased proliferation of the non-*MLL*-r OCI-AML3 cell line. These results demonstrate that the impact of DOT1L inhibition on cell proliferation is not strictly dependent on MLL fusions and suggest that additional factors could affect Pinometostat sensitivity. 

Next, we assessed whether the proliferative disadvantage resulted from a cytotoxic or cytostatic response, observing that, in sensitive cell lines, reduced proliferation was accompanied by a significant induction of apoptosis only in MV4-11 and MOLM-13 cells (Figure 2A), while in treated NOMO-1 and OCI-AML3 cells, a progressive increase in G_0_/G_1_ phase cells was detected (Figure 2B). These findings strongly support the influence of the cellular environment, besides *MLL*-r, in determining cell fate following DOT1L inhibition.

We also monitored the expression of CD14 and CD11b myeloid-monocytic antigens, following prolonged exposure to Pinometostat, to assess whether DOT1L inhibition influenced cell differentiation. In all AML cell lines, these differentiation antigens were modulated over time, irrespectively of *MLL*-r and treatment responsiveness, with a statistically significant increase of at least one surface marker in most of the treated AML cell lines in comparison to untreated control cells (Figure 2C and Figure S1). We also verified that myeloid differentiation was promoted by Pinometostat and not caused by DMSO through a comparison of CD14 and CD11b expression in AML cell lines exposed or not exposed to the vehicle (Figure S2).

Overall, these results demonstrate that both cell death and cell cycle perturbation are consequences of DOT1L inhibition and appear to be dependent on cellular context rather than MLL fusions. In addition, because DOT1L inhibition influenced CD14 and CD11b expression in all AML cell lines, it can be assumed that DOT1L-mediated H3K79me2 regulates the expression of several genes involved in myeloid differentiation, and, consequently, the loss of this epigenetic marker induces terminal myeloid differentiation in AML cells, irrespectively of *MLL*-r. 

### 2.2. DOT1L Inhibition Impacts Proliferation Pathways Which Are Essential in Sustaining AML Cells

We next explored the biological effects of DOT1L inhibition on signaling pathways commonly involved in sustaining the proliferation and survival of AML cells.

*HOXA9* and *MEIS1* overexpression is a hallmark of *MLL*-r AML; however, their modulation did not appear to be associated with *MLL*-r or Pinometostat sensitivity. Indeed, a strong decrease in *HOXA9* transcript was detected in non-sensitive THP-1 and U-937 cell lines but not in responsive and *MLL*-r MV4-11 cells, whereas significant *MEIS1* down-modulation was a common mechanism resulting from DOT1L inhibition (Figure S3A). Since both *HOXA9* and *MEIS1* transcripts were not detected in the HL-60 cell line, we also ascertained the absence of vehicle-dependent mechanisms affecting gene expression (Figure S3B).

Since *FLT3* is regulated by HOXA9, and it is frequently highly expressed in AML cells (Figure S4), we evaluated the impact of DOT1L inhibition on the expression of *FLT3* and its key downstream components *STAT5a* and c-*MYC* (Figure S3A). H3K79me2 loss significantly reduced the amount of *FLT3* transcript from 4 days after drug treatment and without evident association with *MLL*-r. A similar expression pattern was also found for *STAT5a* and c-*MYC* genes. We further investigated whether Pinometostat treatment modulated multiple distal signaling pathways, including FLT3, PI3K/Akt, and MEK/ERK, which are frequently involved in sustaining the proliferation and survival of leukemic cells. We observed some impact on protein expression/activation only in a few cell lines (Figure S5A,B). Consistent with transcript quantification, DOT1L inhibition induced a reduction in total STAT5a protein, whereas the c-Myc immunoblot showed an increase in treated but unresponsive U-937 and HL-60 cells. By contrast, both PI3K/Akt and MEK/ERK pathways were functionally modulated by DOT1L inhibition, as pAkt, pErk, and pP38 decreased. However, these effects were modest and showed an uneven pattern that did not correlate with the presence of MLL fusions, neither with drug sensitivity nor drug exposure. Conversely, Pinometostat treatment resulted in a strong and continuous down-regulation of CDK6, an established DOT1L target [25], in all AML cells. These results demonstrate that, although Pinometostat treatment impacts multiple pathways, it is likely that DOT1L has an indirect role in regulating FLT3, PI3K/Akt, or MEK/ERK signaling.

### 2.3. Primary MLL-r AML Cells Are Barely Affected by DOT1L Inhibition

We next aimed to determine Pinometostat activity in a clinically relevant context by analyzing ex vivo primary AML cells isolated from pediatric patients with or without *MLL*-r. To assess DOT1L inhibition, global levels of H3K79me2 were evaluated following exposure to Pinometostat (Figure 3A). Next, the sensitivity of primary AML cells to Pinometostat was investigated. As expected, none of the primary samples with wild type *MLL* exhibited a diminished proliferation. However, *MLL*-r primary samples were also poorly affected by the treatment, since cell growth impairment was limited to higher drug concentrations and longer exposure times (Figure 3B,C), and Pinometostat was unable to induce significant apoptosis even after 16 days of treatment (Figure 3D). These ex vivo results are in agreement with the modest efficacy of Pinometostat as a single agent, as observed in clinical studies on *MLL*-r leukemic patients [16]. In primary AML samples in which treatment with Pinometostat resulted in cell growth yielding sufficient RNA or protein, we also analyzed the impact of DOT1L inhibition on FLT3, PI3K/Akt, and MEK/ERK pathways by means of RT-PCR and immunoblotting. Similar to AML cell lines, treatment with Pinometostat affected gene expression irrespective of *MLL*-r. Indeed, *HOXA9* gene down-modulation was detected in one of the two analyzed *MLL*-r primary samples, whereas *MEIS1* mRNA levels decreased in all primary samples (Figure 3E). Conversely, a very poor impact on FLT3, PI3K/Akt, and MEK/ERK pathways was observed (Figure S6). Overall, these results demonstrate the limited efficacy of Pinometostat as a single agent in primary AML pediatric samples in spite of the presence of *MLL*-r.

### 2.4. DOT1L Inhibition Induces Gene Disregulation Not Limited to MLL-r Cells

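RNA of 7 human AML cell lines was hybridized to Clariom S arrays after 8 days in 1 µM Pinometostat, which blocks the histone methyltransferase DOT1L, or in 0.01% DMSO. MV4-11, MOLM-13, NOMO-1 and THP-1 are the 4 MLL-r lines, and OCI-AML3, U-937 and HL-60 are the 3 non-MLL-r lines. Each line has 2 control and 2 treated arrays, 28 arrays in all, so every comparison within a line rests on n = 2 against 2. The deposited values are log2 signals normalized together by RMA, with array medians from 5.61 to 5.76, and 17,687 named genes were tested. Across genes, the correlation between the 2 replicates of a condition ranged from 0.953 in HL-60 control cells to 0.985 in U-937 control cells. A gene's signal differed between those replicates by a root mean square of 0.38 log2 in U-937 control cells, the closest pair, and by 0.67 log2 in NOMO-1 control cells, the most distant pair. Whether the replicates are separate cultures is not stated in the sources used here, so each p measures the spread between samples.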

In an attempt to better define the signaling pathways altered by DOT1L inhibition, we characterized global gene expression changes in both *MLL*-r and non-*MLL*-r cells treated with Pinometostat. 

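Across the 28 arrays, cell line identity set most of the expression pattern: differences between the 7 lines carried 69.6% of the variance summed over 17,687 genes. The mean effect of Pinometostat shared by all lines carried 3.24%, and the part of its effect that differed from line to line carried 8.55%. The replicate number carried 8.45% as a shift common to the lines and 5.88% as a shift differing between them, and 4.31% was left over. Treated and control arrays of the same replicate number lay closer to each other than replicate arrays of one condition did in U-937 (mean Euclidean distance over all genes 44.3 against 52.5), MOLM-13 (56.7 against 76.7), HL-60 (59.1 against 79.1), THP-1 (61.8 against 67.0) and OCI-AML3 (62.8 against 66.8). In MV4-11 (69.9 against 64.5) and NOMO-1 (91.6 against 79.1) the treated arrays lay further from the controls than replicates lay from each other. Over all pairs of control and treated arrays, NOMO-1 was again the line that moved the furthest (101, against 99.6 to the nearest other line) and U-937 the least (50.5). These shares and distances describe the 28 arrays and carry no test.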

Principal component analysis (PCA) of gene expression profiles revealed a main cluster comprising most of the AML cell lines and including both *MLL*-r and non-*MLL*-r cells (Figure 4A), thus indicating that treatment with Pinometostat did not induce high variation. Only HL-60 and NOMO-1 cells clustered separately. 

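HL-60, a promyelocytic line, lay between −82.2 and −72.4 on the first principal component (22.9% of the variance), while the other 6 lines lay between −27.6 and 75.4. NOMO-1, a monocytic MLL-r line, spread from 26.4 to 75.4 on the first component and from 26.7 to 79.7 on the second (14.3%), and its treated cells lay at 66.2 and 79.7 on the second against 26.7 and 44.8 for its control cells. U-937, a monocytic non-MLL-r line, also stood apart: it lay between −61.1 and −55.8 on the third component (12.2%), and its first-component scores, −27.6 to −21.1, fell between those of HL-60 and those of the other lines. MV4-11, MOLM-13, THP-1 and OCI-AML3 shared the space from −2.25 to 31.0 on the first component and from −42.4 to −1.5 on the second. HL-60 was also the line furthest from any other (distance 113 to the nearest), followed by U-937 (105), whereas MV4-11 and MOLM-13 were each other's nearest neighbors (82.1). Components were taken from log2 values centred per gene.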

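After Pinometostat more genes were called higher than lower in every line, and how many depended strongly on the line. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, NOMO-1 had 841 genes higher and 552 lower after treatment, MV4-11 422 and 269, THP-1 305 and 127, OCI-AML3 336 and 95, MOLM-13 152 and 15, HL-60 46 and 31, and U-937 53 and 20 (2 treated against 2 control arrays in each line). In NOMO-1 the largest rises were those of the neutrophil alpha-defensin genes DEFA1 (8.13 ± 0.38 log2, standard error) and DEFA3 (8.11 ± 0.35), which are near-identical copies that the array may not tell apart, and the largest fall was that of FAM25G (−4.20 ± 0.34). In MV4-11, the matrix protein gene VIT (4.04 ± 0.34), the myeloid lectin receptor CLEC12A (3.86 ± 0.34) and the aminopeptidase ANPEP, known as CD13 (3.73 ± 0.29), rose most, and the lipoxygenase ALOX12 fell most (−3.25 ± 0.28). In MOLM-13, the scavenger receptor OLR1 (5.51 ± 0.38), the macrophage glycoprotein GPNMB (3.84 ± 0.43) and the kinase SGK1 (3.76 ± 0.36) rose most. In THP-1, the neutrophil and monocyte alarmin S100A12 (3.82 ± 0.29) and the ectonucleotidase ENTPD1 (3.67 ± 0.46) rose most, while the cytokine signaling inhibitor SOCS2 (−4.54 ± 0.31) and the homeobox gene SHOX2 (−4.00 ± 0.32) fell most. In OCI-AML3, the antiviral genes MX1 (5.58 ± 0.33) and OAS1 (4.54 ± 0.34), both induced by interferon, rose most together with the growth factor binding protein IGFBP3 (5.12 ± 0.32), and the homeobox gene LHX2 fell most (−3.20 ± 0.41). In U-937, the granule protease PRTN3 (2.65 ± 0.25) and the chitinase-like CHI3L1 (2.55 ± 0.21) were among the 6 genes that rose at an adjusted p under 0.05. In HL-60 no gene passed an adjusted p under 0.05 with limma, and 256 of 17687 genes had an unadjusted p under 0.05, such as the membrane protein MS4A6A (1.96 ± 0.35 log2, adjusted p = 1). These were fewer than 1 in 20, as were the 310 genes in MOLM-13 and the 651 in U-937. The shortfall is thus not particular to HL-60. Replicate numbers pair the arrays, and fits that leave the pairing out can give too few small p. With the replicate number as a block, genes at an adjusted p under 0.05 with limma rose from 7 to 106 in MOLM-13. They did not rise in U-937 (7 and 6) or HL-60 (0 and 0), so the left-out pairing is not shown to explain the shortfall there.
Counted at an adjusted p under 0.05 with limma, 297 genes rose and 78 fell in NOMO-1, 157 and 38 in MV4-11, 134 and 26 in OCI-AML3, 71 and 40 in THP-1, 7 and 0 in MOLM-13, and 6 and 1 in U-937. With the replicate number as a block the same counts became 1389 and 1346 in NOMO-1, 583 and 479 in MV4-11, 393 and 127 in OCI-AML3, 512 and 265 in THP-1, 105 and 1 in MOLM-13, 4 and 2 in U-937, and 0 in HL-60.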

Then, we performed a paired sample analysis to identify differentially expressed genes upon DOT1L inhibition within each cell line (Table S3). 

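Genes changed by Pinometostat in several lines were mostly raised: 82 genes were called higher in 3 of the 7 lines, 48 in 4, 16 in 5 and 3 in 6, whereas 19 were called lower in 3 lines and 1, the homeobox gene MEIS1, in 5. A total of 163 genes were called in one direction in at least 3 lines and in the other direction in none. Of these, 94 were called higher in lines with and without MLL-r, among them the S100 alarmins S100A8, S100A9 and S100A12, the lectin receptors CLEC7A and CLEC12A, the endotoxin receptor TLR4 and the heme oxygenase HMOX1. A shared gene needs a call in only 1 line of each kind. For all these examples but S100A8, which was called in U-937 too, OCI-AML3 was the only non-MLL-r line called. A further 50 were called higher in MLL-r lines only, a count of calls and not a tested difference between the kinds of lines, among them the formyl peptide receptors FPR1 and FPR2, the NADPH oxidase subunit CYBB, the myeloid nuclear antigen MNDA and the osteopontin gene SPP1, which in U-937 changed by 0.95 log2 without a call. Called lower in lines of both kinds were 14 genes, among them the fatty acid synthesis enzyme ACACA, the sterol enzyme MSMO1 and SREBF1, the transcription factor that drives both pathways, and 5 genes were called lower in MLL-r lines only. For ACACA, MSMO1 and SREBF1 too, OCI-AML3 was the only non-MLL-r line called. The chemokine CXCL10, the interleukin IL1B, the prolactin receptor PRLR and the cystine transporter SLC7A11 were among 6 genes left out because at least 1 line moved the other way. When gene labels were shuffled within each line 100 times, the 163 genes were matched by a median of 2 and at most 8 genes, and the 14 by at most 2. With the replicate number as a block the total was 166. The counts depend on NOMO-1: without it the 163 became 85, the 50 became 18 and the 14 became 2. All of them also moved when 1 replicate of a condition was left out of every line at once. That left a lone array in that condition of each line.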

A *p* value cutoff of 0.05 and a fold change of 1 were used to select a preliminary list of genes, and then we selected concordantly up- or down-regulated genes in at least three cell lines, thus obtaining a total of 171 genes, including 24 down- and 98 up-regulated genes in both *MLL*-r and non-*MLL*-r cells and 49 up-regulated genes in *MLL*-r cells (Figure 4B). To search for functionally important genes modulated by DOT1L inhibition, we performed a functional enrichment analysis for signaling pathways. 

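Monocyte and macrophage genes were higher after Pinometostat in most lines: the median log2 change of 49 such genes, averaged over the 7 lines, was 0.61, and 26 of them rose and 0 fell when adjusted over the list alone. By line, 31 of the 49 were called higher in NOMO-1, 16 in MOLM-13, 15 in THP-1, 12 in MV4-11, 10 in OCI-AML3 (3 lower), 5 in U-937 and 0 in HL-60 (1 lower). The mannose receptor MRC1 reached 3.97 ± 0.36 log2 in NOMO-1, and the cathepsin CTSS 2.35 ± 0.38. Of 65 lineage antigens of hematopoietic cells, 22 were called higher and 4 lower in NOMO-1, 13 and 2 in OCI-AML3, 12 and 0 in THP-1, and 11 and 3 in MV4-11, with a median of 0.26 over the lines and 9 higher and 1 lower when adjusted over the list alone. Among 12 MHC class II genes, which present antigen on mature myeloid cells, the median was 0.66, with 8 higher and 0 lower over the list alone, and HLA-DPA1 rose by 3.23 ± 0.27 log2 in MV4-11 (adjusted p = 0.0012). Neutrophil maturation genes (19 genes, median 0.39, 4 higher and 0 lower over the list alone) moved most in NOMO-1, where the iron-binding granule protein LTF rose by 5.42 ± 0.49 log2 and the adhesion molecule CEACAM8 by 4.79 ± 0.34. Markers of other blood cells moved with them to a lesser degree, those of eosinophils, basophils and mast cells (14 genes, median 0.19, 6 called higher in NOMO-1) and of megakaryocytes (14 genes, median 0.17).
The list of MLL fusion targets and HOXA genes went the other way: the median of the 25 genes measured, of 36 listed, was −0.35. Adjusted over the list alone, 0 rose and 9 fell, and the zinc finger gene ZNF521 fell to −3.81 ± 0.34 log2 in THP-1. HOXA9 and HOXA10 were not measured by name here. The members with the largest called changes in a line were SOCS2, ZNF521, MEIS1 and IGF2BP2, none of them a HOXA gene. Genes of DNA replication (47 genes, median −0.33, 0 and 0 over the list alone) were called lower in MV4-11 (15) and NOMO-1 (10) and in no other line, as with the helicase loader subunit GINS2 (−1.32 ± 0.28 log2 in MV4-11). Genes of mitosis (37 genes, median −0.23, 0 and 0) were called lower in MV4-11 (12), NOMO-1 (4) and U-937 (1), with a median of 0.11 in THP-1, and those of ribosome biogenesis (29 genes, median −0.26, 0 and 1) in NOMO-1 (9) and MV4-11 (2), such as the mitotic checkpoint kinase BUB1B in MV4-11 (−1.35 ± 0.44) and the nucleolar protein NOP16 in NOMO-1 (−1.92 ± 0.38).
With camera over the 7 line differences and a preset correlation of 0.01, the monocyte list had an adjusted p of 1.09e-21 (adjusted p = 0.219 with an estimated correlation), the antigen list 9.41e-09 (0.219), MHC class II 5.84e-07 (0.257), neutrophil maturation 4.78e-05 (0.257), MLL fusion targets 6.53e-07 (0.219), DNA replication 9.57e-18 (0.257), mitosis 7.35e-08 (0.348) and ribosome biogenesis 9.93e-10 (0.257). No list passed with an estimated correlation, so the preset values hold only if genes of one list vary nearly independently between lines.

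**Figure D1:**
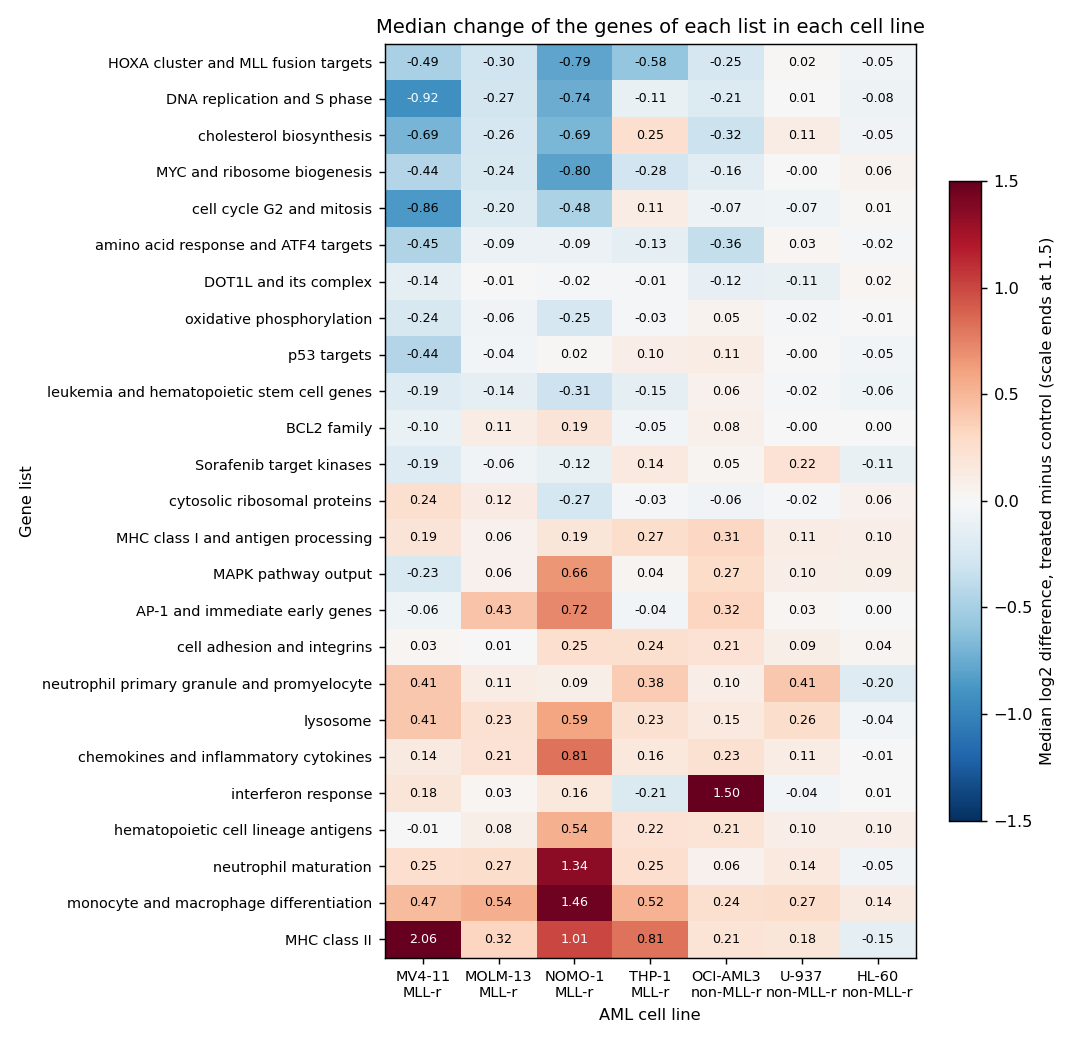
Median log2 change of 25 gene lists in each of the 7 AML cell lines after 8 days of 1 µM Pinometostat (means of 2 treated minus 2 control arrays). Red is higher and blue lower after treatment, and the color scale ends at 1.5.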

The most enriched pathways included transcriptional misregulation in cancer and hematopoietic cell lineage, comprising genes which are essential in promoting growth and hematopoietic cell differentiation (Figure 4C). In particular, *MEIS1*, *FLT3*, *TNF*, *PBK*, and *IGF2BP*, all associated with cancer, were down-regulated. By contrast, the hematopoietic differentiation antigens CD14, CD36, CD48, CD84, and CD86 were up-regulated. Collectively, these findings confirm that DOT1L inhibition impacts the transcription of genes involved in leukemic cell survival and differentiation in both *MLL*-r and non-*MLL*-r AML cells.

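MEIS1, a homeobox cofactor of HOXA9, fell in 4 lines at an adjusted p under 0.05: in NOMO-1 from 7.19 ± 0.46 to 3.97 ± 0.19 log2 (mean ± SD, n = 2, a 9.36-fold fall, adjusted p = 0.00314), in OCI-AML3 from 7.18 ± 0.05 to 4.41 ± 0.66 (adjusted p = 0.00179), in U-937 from 8.85 ± 0.01 to 6.46 ± 0.13 (adjusted p = 0.0176) and in THP-1 by a difference of −1.93 ± 0.34 (standard error, adjusted p = 0.0327). In MV4-11 MEIS1 was called lower at the unadjusted thresholds (8.40 ± 0.27 to 7.24 ± 0.55, adjusted p = 0.195, and 0.0157 with the replicate number as a block). The receptor tyrosine kinase FLT3 fell in MV4-11 from 9.70 ± 0.14 to 7.77 ± 0.32 (adjusted p = 0.0127), in NOMO-1 by a difference of −2.60 ± 0.43 (adjusted p = 0.0168) and in OCI-AML3 from 6.15 ± 0.01 to 4.27 ± 0.48 (adjusted p = 0.0152). FLT3 was not called in MOLM-13 (−0.41), THP-1 (−0.46), U-937 (−0.32) or HL-60 (0.09). IGF2BP2, an RNA-binding protein that stabilizes messenger RNAs, fell from 8.72 ± 0.30 to 5.96 ± 0.09 in NOMO-1 (adjusted p = 0.00454), from 8.49 ± 0.04 to 6.23 ± 0.11 in THP-1 (adjusted p = 0.00584) and from 8.98 ± 0.01 to 6.16 ± 0.22 in OCI-AML3 (adjusted p = 0.000623). The mitotic kinase PBK was called lower in MV4-11 (−1.11 ± 0.43), NOMO-1 (−1.33 ± 0.52) and U-937 (−1.36 ± 0.22), and at an adjusted p under 0.05 in none of them (0.39, 0.343 and 0.174 with limma). Blocking on the replicate number brought PBK to an adjusted p of 0.0332 in MV4-11 and 0.000636 in NOMO-1, and without control replicate 1 or without treated replicate 2 it was called in 1 line only. TNF was not measured by name here.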

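The endotoxin co-receptor CD14, a monocyte marker, rose in NOMO-1 from 6.67 ± 0.79 to 10.31 ± 0.42 log2 (mean ± SD, n = 2, 12.4-fold, adjusted p = 0.00412), in THP-1 by 2.15 ± 0.32 (standard error, adjusted p = 0.0136) and in OCI-AML3 from 5.74 ± 0.85 to 7.89 ± 0.72 (adjusted p = 0.033). It was called higher in MOLM-13 as well (2.74 ± 0.37, adjusted p = 0.0718, and 8.29e-05 with the replicate number as a block), and moved by 0.56 in MV4-11, 0.12 in U-937 and −0.12 in HL-60. CD86, a costimulatory ligand for T cells, rose in OCI-AML3 from 3.80 ± 0.20 to 6.54 ± 0.34 (6.70-fold, adjusted p = 0.00102) and in THP-1 by 1.81 ± 0.33 (adjusted p = 0.0396). It was called higher in NOMO-1 (2.19, adjusted p = 0.058, blocked 8.74e-06), MV4-11 (1.16, adjusted p = 0.164, blocked 0.0189) and MOLM-13 (1.08, adjusted p = 1), and without treated replicate 1 it was called in 3 lines in place of 5. CD84, a homophilic receptor of the SLAM family, rose in MV4-11 from 5.61 to 7.70 (2.09 ± 0.31, adjusted p = 0.0118) and was called higher in THP-1 (1.43 ± 0.29, adjusted p = 0.0705, blocked 0.00142) and OCI-AML3 (1.24 ± 0.30, adjusted p = 0.108, blocked 0.00679). CD48, a ligand of the SLAM family, rose in THP-1 from 4.51 ± 0.05 to 6.44 ± 0.50 (adjusted p = 0.0275) and was called higher in U-937 (1.67 ± 0.25, adjusted p = 0.123) and MOLM-13 (1.05 ± 0.40, adjusted p = 1). CD36, a scavenger receptor for lipids, was called in MLL-r lines alone: it rose in NOMO-1 (2.59 ± 0.45, adjusted p = 0.0218) and was called higher in MV4-11 (1.52 ± 0.33, adjusted p = 0.0706, blocked 0.00454), THP-1 (1.40 ± 0.38, adjusted p = 0.251, blocked 0.00229) and MOLM-13 (1.02 ± 0.40, adjusted p = 1), against 0.33, 0.39 and 0.31 in OCI-AML3, U-937 and HL-60. The difference of the CD36 change between MLL-r and non-MLL-r lines was 1.29 ± 0.32 log2 (4 against 3 lines, adjusted p = 0.787 with limma), and without control replicate 2 its calls dropped from 4 lines to 2. In HL-60 none of the 5 antigens was called.

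**Figure D2:**
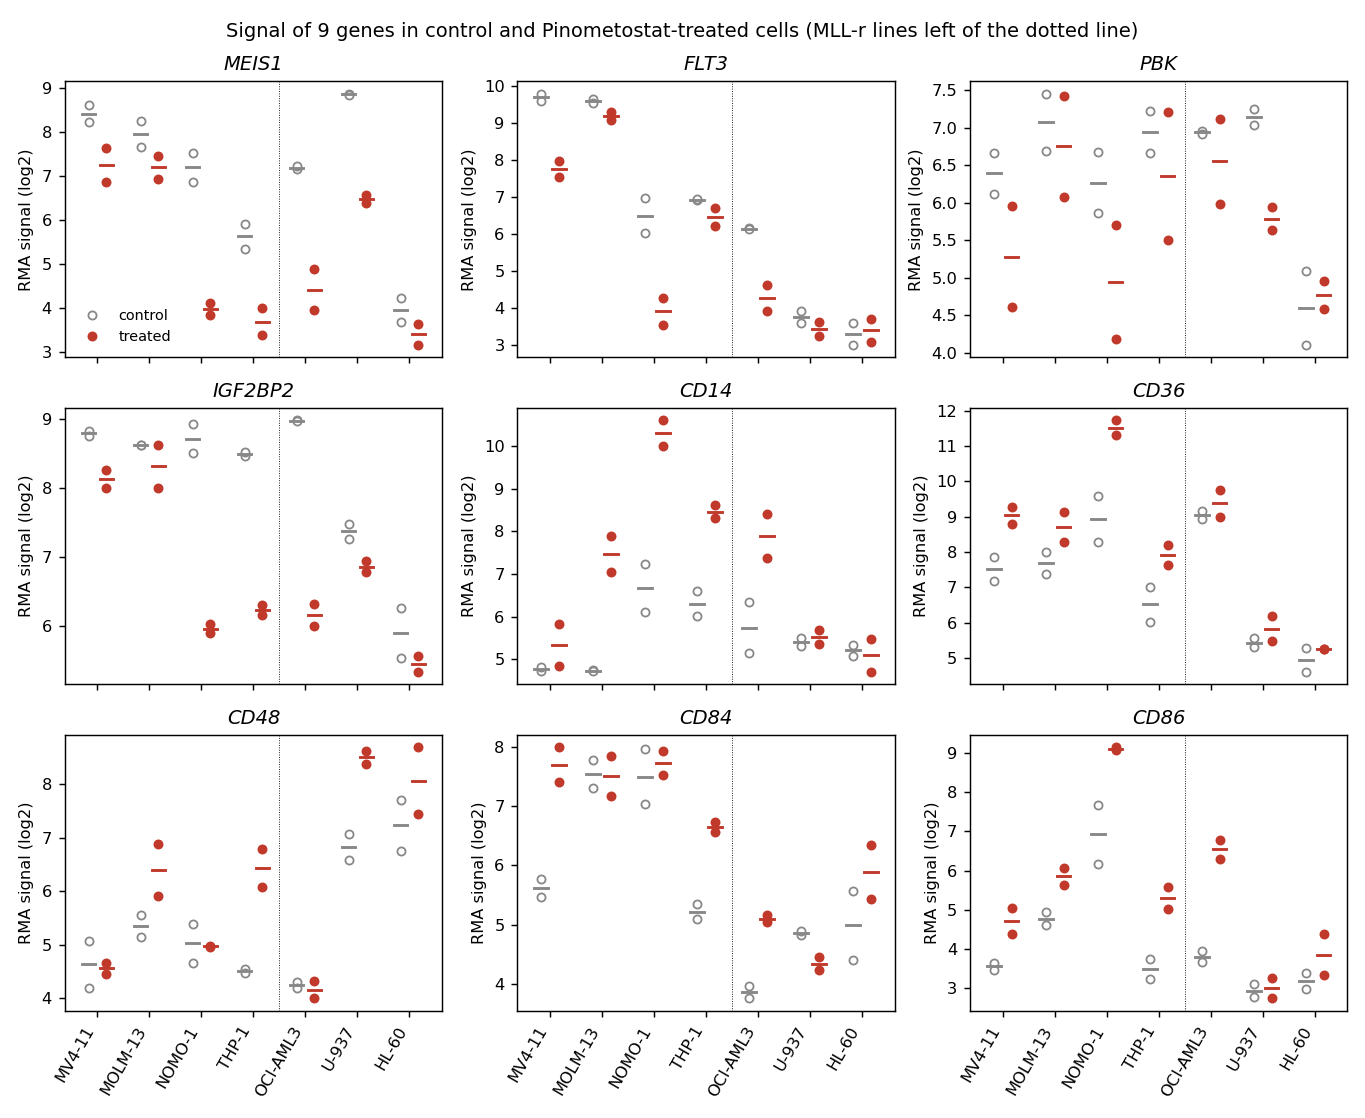
Array values (log2) of 9 genes named in Section 2.4 in 7 AML cell lines, control cells in grey and cells after 8 days of 1 µM Pinometostat in red (n = 2 each, bars are means). The dotted line divides the MLL-r from the non-MLL-r lines.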

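From the genes shared by at least 3 lines, the enriched pathways and the named genes, the paper concludes that blocking DOT1L changes survival and differentiation genes with and without MLL-r. A test with the 7 lines as replicates, which the paper does not use, was added here. Of the 17,687 genes, 310 were higher and 486 lower in 7 of 7 lines. Examples were picked among these by the smallest p, so their shared sign was set by the choice. Averaged over the 7 lines, higher examples were the alarmin S100A8 (1.84 ± 0.30 log2, standard error), the orphan receptor GPR141 (1.75 ± 0.27) and the antigen-presenting HLA-DRA (1.46 ± 0.25). The T and myeloid cell adaptor FYB1 (1.17 ± 0.17) and the actin-binding ENC1 (1.05 ± 0.14) were others. In HL-60 the change was only 0.03 log2 for GPR141 and 0.08 for S100A8. Lower examples were MEIS1 (−1.82 ± 0.30), the zinc transporter SLC39A14 (−0.64 ± 0.11) and the heat shock protein HSPH1 (−0.57). IGF2BP2 (−1.40 ± 0.33), named by the paper, was also lower in 7 of 7. For MEIS1 the 7 lines include HL-60, where its control signal was dim (3.67 and 4.23 log2) and the paper detected no transcript. At an adjusted p under 0.05 with limma, 0 of 17,687 genes passed (smallest adjusted p = 0.134, n = 7 lines), while 1023 genes were higher and 1278 lower at an unadjusted p under 0.05. Of the 64 ways of flipping the signs of whole lines, only the observed one gave as many as these 2301 genes, and the highest other gave 2139.
The formyl peptide receptor FPR1 was the gene whose response differed most clearly by MLL-r: 2.52 log2 in MLL-r and 0.12 in non-MLL-r lines, a difference of 2.40 ± 0.27 (4 against 3 lines, adjusted p = 0.0731). The responses of MEIS1 (adjusted p = 0.982), IGF2BP2 (0.967) and FLT3 (0.868) gave no sign with limma of differing between MLL-r and non-MLL-r lines. Dim control signals left little room for a fall of FLT3 in U-937 and HL-60 and of MEIS1 in HL-60. For these genes the comparison cannot show that the responses are equal. In that comparison 0 genes passed an adjusted p under 0.05 with limma and 1093 had an unadjusted p under 0.05. Of the 35 ways to split the lines 4 against 3, 5 gave at least as many genes, and another split (MOLM-13, OCI-AML3, U-937 and HL-60 against the rest) gave 1511. With 4 against 3 lines only large differences can be seen: on simulated data 40% of genes differing by 1 log2 and 89% of those differing by 2 were recovered. The simulated genes had the same change in every MLL-r line, so real differences may be recovered less often.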

### 2.5. Pharmacological Inhibition of DOT1L Sensitizes Both MLL-r and Non-MLL-r AML to Sorafenib Treatment

Due to the strong impact of DOT1L inhibition on proliferative signaling and the induction of myeloid differentiation irrespective of *MLL*-r, we hypothesized that treating both *MLL*-r and non-*MLL*-r AML cells with Pinometostat would induce sensitization to further treatment with the multi-kinase inhibitor Sorafenib.

As a single agent, Sorafenib reached a median IC_50_ of 6 µM after 48 h treatment (Figure S7A). To test our hypothesis, we performed drug combination studies according to a pre-treatment model in which cells were incubated for several days in the presence of Pinometostat prior to the addition of the second agent (Pinometostat/Sorafenib ratio 1:1). A range of clinically achievable drug concentrations for both Pinometostat and Sorafenib (0.1–10 µM) was employed [16,26]. In the majority of AML cell lines, combined treatment was more effective than each single agent (Figure S7B), with a median reduction in viable cells, among all AML cell lines, of at least 30%, already at low drug concentrations (Figure S7C). To determine the impact on proliferative pathways, immunoblot analysis was performed (Figures S7D and S8). Sorafenib exposure slightly impacted the activation or total protein expression of downstream FLT3 targets including STAT5a, STAT3, and cMyc in a few cell lines. Intriguingly, in MV4-11, NOMO-1, and U-937 cells, the combination reduced p-mTOR and p-S6RP, two key components of PI3K pathway, which in turn might be activated by FLT3, among others. 

We then assessed the efficacy of the Pinometostat/Sorafenib combination in pediatric AML primary samples. Enhancement of Sorafenib anti-proliferative activity was observed in six out nine primary samples following pre-treatment with Pinometostat (Figure 5A), although Sorafenib and Pinometostat as single agents led to a poor apoptotic response in those primary samples carrying *FLT3* mutations (samples #3 and #4) or MLL fusions (samples #1, #2, #4, and #6). Although the favorable interaction between Pinometostat and Sorafenib was not seen in all the primary samples - which is not surprising because of the high heterogeneity of AML- it should be noted that combined treatment was particularly effective in inhibiting the proliferation of non-*MLL*-r primary samples. In addition, analysis of Annexin-V positive cells mirrored this trend, demonstrating the co-treatment’s ability to increase apoptosis in comparison to both single agent treatments (Figure 5B). To validate the impact of DOT1L inhibition on enhancing sensitivity to Sorafenib irrespective of *MLL*-r, we analyzed nine additional *MLL* wild type samples, including four AML cell lines (Figure S9) and five primary pediatric AML samples (Figure S10). Although in some samples, including the KASUMI-1 cell line and sample #13, long-term exposure to Pinometostat as a single agent affected cell viability (Figures S9A,B and S10A), while combined treatment with Sorafenib decreased the number of viable cells (Figures S9A and S10B) and induced apoptosis (Figure S10C) relative to the single drugs. Collectively, these data demonstrate that sequential treatment with Pinometostat and Sorafenib enhances cytotoxicity over single drugs, and because this effect is not restricted to AML cells carrying Pinometostat or Sorafenib targeted genomic lesions, this drug combination provides the rationale for a novel treatment for pediatric AML.

### 2.6. DOT1L Target Genes Are Mainly Involved in AML Maintenance Irrespective to MLL Fusions

To better understand the role of DOT1L in AML cells, through ChIP-seq analysis, we mapped the genome-wide distribution of H3K79me2 in order to characterize genes that would be directly regulated by its methyltransferase activity.

First, we evaluated H3K79me2 enrichment of the MLL target genes *HOXA9* and *MEIS1*, and H3K79me2 was detected in all AML cell lines, excluding HL-60 cells (Figure 6A,B). To validate the ChIP-seq results, we performed qPCR analysis, which confirmed elevated H3K79me2 (>10% enrichment) upstream *HOXA9* and *MEIS1* in all AML cell lines except HL-60 cells (Figure S11). We next extended the analysis to the entire HOXA cluster, defining the core methylated region across all the cell lines, which included *HOXA9* and *HOXA10* genes, whereas the extension of H3K79me2 distribution in the entire cluster differed among AML cells in spite of their genomic features (Figure 6C). Notably, H3K79me2 enrichment of *HOXA9* and *MEIS1* or the number of HOXA loci with the H3K79me2 epigenetic mark was not associated with either *MLL*-r or the impact of DOT1L inhibition on proliferation and survival.

Relative to MLL fusions, we observed similar average levels of global H3K79me2 across the genome (Figure S12); therefore, in an attempt to identify genes that would be regulated as a result of mislocated DOT1L enzymatic activity, we conducted a strict comparative analysis between *MLL*-r and non-*MLL*-r cells, employing multiple bioinformatics tools to perform a differential binding analysis of ChIP-seq data. We identified 172 genes with a differential H3K79me2 peak enrichment, including 136 genes almost exclusively methylated or with at least a two-fold H3K79me2 peak enrichment in *MLL*-r cells, whereas only 18 genes had a two-fold H3K79me2 peak enrichment in non-*MLL*-r cells (Table S4). To better understand the relationship between H3K79me2 enrichment and gene expression, we compared the 172 genes with differential peak enrichment to the 171 differentially expressed genes upon DOT1L inhibition (selected as above described), detecting only seven shared genes (Figure 6D). In addition, we identified further genes involved in regulating signaling cascades, transcription, or cell development, with higher H3K79me2 in *MLL*-r compared to non-*MLL*-r, even if not down-regulated following DOT1L inhibition (Figure 6D). 

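CYP1B1, an enzyme that metabolizes estrogens and drugs, LYZ, the lysozyme of monocytes and granulocytes, and TFEC, a transcription factor of macrophages, were called higher in at least 3 lines, and MEIS1 and IGF2BP2 were called lower. LYZ rose in U-937 from 7.15 ± 0.44 to 11.21 ± 0.33 log2 (mean ± SD, n = 2, 16.6-fold, adjusted p = 0.00905) and in OCI-AML3 by 1.94 (adjusted p = 0.0138), and was called higher in THP-1 (1.58, adjusted p = 0.0537, and 0.000726 with the replicate number as a block). TFEC rose in MV4-11 (1.78, adjusted p = 0.0412) and was called higher in THP-1 (1.6, blocked 0.000685), U-937 (1.26) and OCI-AML3 (1.19, blocked 0.0108). Of the 171 genes of Table S4 held here, 147 were measured, and these 5 were among the 163 genes called in at least 3 lines. In Table S4 the mean H3K79me2 of LYZ is 10.6 in MLL-r and 2.25 in non-MLL-r lines, and that of TFEC is 8.73 and 0. Among the lines where LYZ was called higher, its value is 0 in THP-1 and U-937 and 6.74 in OCI-AML3. Its highest values, 18.0 in MV4-11, 14.8 in NOMO-1 and 9.54 in MOLM-13, are in lines without a call. A call in any line was found for 62 of the 147 genes, and none for 85.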

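AFF3, a transcription elongation factor of the family of MLL fusion partners, fell in NOMO-1 from 8.2 to 6.34 log2 (−1.86 ± 0.33, standard error, n = 2, adjusted p = 0.0238) and in OCI-AML3 from 6.81 to 4.71 (−2.09 ± 0.37, adjusted p = 0.0161). The chromatin remodeling subunit ARID2 was called lower in OCI-AML3 (−1.11 ± 0.30, adjusted p = 0.172, and 0.013 with the replicate number as a block). MLLT10, a DOT1L partner that binds histone H3, was called lower in NOMO-1 (−1.03, adjusted p = 0.248, blocked 0.00415), as was the tyrosine kinase TEC (−1.24, adjusted p = 0.212, blocked 0.00215). CD74, the MHC class II chaperone, went up instead: it was called higher in MV4-11 (1.04, adjusted p = 0.257, blocked 0.02) and was higher in 7 of 7 lines, on average by 0.65 ± 0.11. The kinase JAK2 (average 0.26), the retinoic acid receptor RARA (0.06), the transcription factor NFATC2 (−0.03) and the cytoskeletal gene SPECC1 (−0.15) were called in no line. In control cells, AFF3 stood at 8.10 log2 in MLL-r and 4.57 in non-MLL-r lines, CD74 at 10.68 and 6.31, NFATC2 at 8.17 and 6.23, SPECC1 at 7.46 and 5.80, and TEC at 7.68 and 6.32, with smaller gaps for ARID2 (8.53 and 7.35), JAK2 (6.14 and 5.02), MLLT10 (7.73 and 7.14) and RARA (8.50 and 8.02).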

Overall, these data support a complex relationship between H3K79me2 amount and active gene transcription, suggesting that several factors besides MLL fusions cooperate with DOT1L to regulate gene expression.

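Genes that Table S4 lists with at least 2-fold more H3K79me2 in MLL-r lines were expressed more strongly in those lines without the drug, and after Pinometostat they went both up and down. In control cells, 109 of 114 such genes were higher in MLL-r lines and 5 lower, with medians of 7.76 and 6.22 log2 and a median difference of 1.34. All 16 measured genes with at least 2-fold more H3K79me2 in non-MLL-r lines were lower in the MLL-r controls, by a median difference of −0.81. After treatment, the median change of the 114 genes was −0.00148 log2 over the 7 lines, 56 genes up and 58 down, and 23 were called higher and 23 lower in at least 1 MLL-r line. MOLM-13 leaned lower, with 38 of the 114 up and 76 down (median −0.13), although only 1 of them was called there. Of the 114, SOCS2 fell in NOMO-1 by a difference of −3.61 log2, whereas the macrophage growth factor receptor CSF1R rose there by 2.72. The median change of the 16 genes was 0.03, and among them TRIB2, a pseudokinase scaffold, rose in NOMO-1 by 2.40. From the few shared genes, and from marked genes that did not fall, the paper proposes that more than the MLL fusion directs the link between the mark and transcription, and the control levels given here are an addition to that comparison. The difference in control level was tested on line means (4 against 3 lines): 0 of the 114 genes passed an adjusted p under 0.05 with limma and 73 had an unadjusted p under 0.05. The lists hold 171 of the 172 genes the paper counts, and no test of overlap was run on them.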

To gain an insight into the relationship between DOT1L inhibition and AML cell sensitization to Sorafenib, we investigated which genes would be regulated by DOT1L irrespective of its MLL-fusion-dependent mislocation. We selected a common DOT1L target set of 2121 genes with elevated H3K79me2 levels shared among all AML cell lines (Table S5). We identified a multitude of genes that are relevant in sustaining the proliferation and survival of leukemic cells, including *DOT1L* itself (Table 1 and Figure S13). Notably, 190 out of 2121 DOT1L target genes were included in the Cancer Gene Census (CGC) (Table S5). Gene set enrichment analysis (GSEA) showed that this common DOT1L gene target set is significantly enriched in Sorafenib’s drug signature (Figure 6E). Therefore, we considered whether the favorable interaction of Pinometostat and Sorafenib could rely on DOT1L-dependent gene regulation of Sorafenib targets. *FLT3* was enriched in H3K79me2 only in several cell lines, and almost no H3K79me2 was detected in *PDGFRB*, *KIT*, *FGFR1,* and *VEGFR2* genes (Figure S13). By contrast, high peak enrichment was detected in both *RAF1* and *BRAF* genes in all AML cell lines (Figure 6F,G). Taken together, these data demonstrate that, irrespectively of MLL fusions, DOT1L is directly involved in regulating a multitude of genes implicated in cell proliferation and survival and suggest that Pinometostat treatment could enhance Sorafenib’s efficacy in both *MLL*-r and non-*MLL*-r leukemic cells by affecting the DOT1L-dependent regulation of Sorafenib target genes *RAF1* and *BRAF*.

### 2.7. DOT1L Inhibition Enhances Sorafenib Efficacy through Down-Modulation of BRAF 

We tried to further determine the biological mechanism by which Pinometostat sensitizes AML cells to Sorafenib. Since a consequence of DOT1L inhibition commonly observed in both *MLL*-r and non-*MLL*-r AML cell lines was myelomonocytic differentiation, we first analyzed whether the differentiation stage affected the response to Sorafenib treatment. To this end, all AML cell lines were exposed to PMA for 48 h, and PMA-induced adherent cells were tested for CD14 and CD11b expression to confirm myeloid–monocytic differentiation (Figure S14A). Subsequently, both undifferentiated and differentiated cell lines were exposed for 48 h to Sorafenib and were assayed by MTT. However, no significant differences were observed, and higher IC_50_ values than expected were detected with respect to the differentiation stage, suggesting that Pinometostat-dependent promotion of differentiation did not enhance sensitivity to Sorafenib (Figure S14B,C).

As both *RAF1* and *BRAF* genes were identified as DOT1L targets, and they are also both targets of Sorafenib, another mechanism potentially responsible for the effectiveness of the Pinometostat/Sorafenib drug combination could be their stronger down-regulation. Therefore, to validate this hypothesis, we first investigated the impact of DOT1L inhibition on *RAF1* and *BRAF* expression, observing a trend toward a decrease in the transcript amount of these genes (Figure 7A). Then, we analyzed RAF1 and BRAF protein expression in AML cell lines treated with Pinometostat and Sorafenib alone or in combination (Figure 7B). We found a reduction in both RAF1 and BRAF proteins with Pinometostat as a single agent, confirming the role of DOT1L in RAF1 and BRAF regulation. Surprisingly, treatment with Sorafenib as a single agent affected the expression of total proteins, and in several cell lines, including MV4-11 and U-937, it increased protein levels in treated cells. In spite of this, the drug combination drastically reduced the expression of both total and phosphorylated RAF1 and BRAF, thus supporting our hypothesis. Finally, through a pharmacological approach, we validated the role of RAF1 and BRAF inhibition in enhancing Sorafenib efficacy. AML cell lines were treated with Vemurafenib, GW5074, and AZ628 (which are BRAF, RAF1, and dual BRAF/RAF1 inhibitors, respectively) alone or in combination with Sorafenib. Analyses of cell viability showed minimal effects of Vemurafenib, GW5074, and AZ628 as single agents. By contrast, BRAF or dual BRAF/RAF1 inhibition had additive or synergistic effects with Sorafenib at drug concentrations >1 µM, whereas the RAF1 inhibitor GW5074 increased Sorafenib efficacy only in the OCI-AML3 cell line (Figure S15). These results confirmed that at least down-modulation of BRAF is a mechanism in the enhancement of AML cell sensitivity to Sorafenib.

## 3. Discussion

AML is a rare childhood cancer marked by high biological heterogeneity. One of the most unfavorable patient risk groups is characterized by *MLL* rearrangements. Recently, the methyltransferase DOT1L has emerged as a druggable target for this AML subgroup, since MLL fusions can recruit DOT1L and its mislocation induces aberrant H3K79 methylation and overexpression of leukemia relevant MLL target genes [4,5,7]. Accordingly, the DOT1L inhibitor Pinometostat was evaluated in phase I clinical trials enrolling both pediatric or adult patients with *MLL*-r leukemias. However, it is currently unclear whether DOT1L inhibition may also be therapeutically relevant in the absence of *MLL*-r. In this study, we explored the effects of Pinometostat treatment in both *MLL*-r and non-*MLL*-r AML cells, and we compared the consequences of DOT1L inhibition in these genetically and biologically distinct AML models. We demonstrated that Pinometostat-dependent cytotoxicity is not strictly associated with MLL fusions. For example, anti-proliferative effects were observed in the non-*MLL*-r OCI-AML3 cell line. This is in accordance with previous reports, since OCI-AML3 cells carry *DNMT3A*^R882H^, which is sensitive to DOT1L inhibition [20]. By contrast, the refractoriness to Pinometostat of *MLL*-r THP-1 cells was unexpected. Notably, treatment with Pinometostat had limited effects also in primary *MLL*-r AML cells. This is not surprising, because Pinometostat as a stand-alone therapy achieved limited benefit in clinical trials [16]. However, despite poor cytotoxicity, DOT1L inhibition induced myeloid differentiation and down-modulation of *MEIS1* gene expression in all AML cells irrespectively of *MLL*-r. If, on one hand, these results indicate that cellular factors besides MLL fusions affect DOT1L function, on the other, they suggest that DOT1L plays a critical role in regulating the expression of genes involved in myeloid cell development.

A common feature of AML is the deregulation of signal transduction pathways that are often networked and support the proliferation and survival of leukemic cells, including RAF/MEK/ERK, PI3K/Akt, and the receptor tyrosine kinase FLT3 [33,34,35]. Thus, we decided to investigate these pathways with regard to DOT1L inhibition, observing, however, a limited impact. Global gene expression analysis demonstrated that Pinometostat treatment affected both *MLL*-r and non-*MLL*-r cells, leading to the down-regulation of genes with crucial roles in sustaining leukemic cells, including *MEIS1*, *FLT3*, *TNF,* and *IGF2BP*, and up-regulating genes mainly involved in myeloid differentiation. Notably, it has been reported elsewhere that the critical role of MEIS1 in AML is independent of *MLL*-r [36]. Based on these observations, we hypothesized that DOT1L inhibition could sensitize AML cells to further treatments. It should be considered that there is growing interest in combining anticancer agents with the purpose of increasing therapy benefits, in order to reduce toxicity and overcome the resistance of pediatric AML. We combined Pinometostat with Sorafenib, a multikinase inhibitor which is frequently used to treat poor prognosis pediatric patients with relapsed/refractory AML and *FLT3* mutations [37]. Our results demonstrated that Pinometostat pre-treatment strongly sensitizes AML cell lines and primary cells derived from pediatric AML patients to Sorafenib. Importantly, the combination induced significant cytotoxicity in both *MLL*-r and non-*MLL*-r cells, even if Pinometostat as a stand-alone drug was ineffective. However, we observed no consistent reduction in both FLT3 and its downstream signaling components following combined treatment, suggesting that additional mechanisms account for cell sensitization. Through ChIP-seq analyses of both *MLL*-r and non-*MLL*-r cells, we identified genes directly regulated by DOT1L, and we tried to distinguish among those dependent on MLL fusions. Numerous genes showed high levels of H3K79me2 associated with the presence of MLL fusions, and their methylation is presumably dependent on DOT1L mislocation. However, in these cases, Pinometostat treatment did not necessarily result in gene down-regulation. For example, *CYP1B1*, involved in drug metabolism [38], was H3K79me2 enriched in both *MLL*-r and non-*MLL*-r cells, but it was up-regulated by Pinometostat. By contrast, *IGF2BP2*, whose over-expression correlates with worse overall survival in AML patients [39], and *MEIS1* were H3K79me2 enriched only in *MLL*-r cells, although they were down-regulated by Pinometostat in all AML cells. 

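CYP1B1 rose in MV4-11 by 2.81 ± 0.27 log2 (standard error, n = 2 against 2, adjusted p = 0.00164), in OCI-AML3 from 4.29 to 6.38 (adjusted p = 0.00475) and in NOMO-1 by 1.81 ± 0.34 (adjusted p = 0.0309). It was called higher in MOLM-13 (1.41, adjusted p = 0.615, and 0.0103 with the replicate number as a block) and THP-1 (1.05, adjusted p = 0.274, blocked 0.011) too, and in neither U-937 nor HL-60. OCI-AML3 was thus the only non-MLL-r line with a call. The mean H3K79me2 of CYP1B1 in Table S4 is 25.4 in MLL-r lines.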

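Both genes were lower in each of the 7 lines, and the size of the fall differed. IGF2BP2 moved by −0.66 log2 in MV4-11, −0.31 in MOLM-13, −0.51 in U-937 and −0.45 in HL-60, none of which was called, so its 3 calls came from NOMO-1, THP-1 and OCI-AML3. MEIS1 moved by −0.75 in MOLM-13 and −0.54 in HL-60, also without a call, and in HL-60 it started from only 3.95 log2. Of the 5 lines in which MEIS1 was called lower, OCI-AML3 and U-937 carry no MLL-r. In Table S4 the mean H3K79me2 is 12.1 in MLL-r and 3.39 in non-MLL-r lines for MEIS1, and 5.92 and 0 for IGF2BP2.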

We also identified DOT1L specific targets commonly methylated in both *MLL*-r and non-*MLL*-r cells, which included numerous genes with prominent roles in cell development, survival, and in leukemogenesis. In particular, in all AML cells, we identified high levels of H3K79me2 in *RAF1* and *BRAF* genes, both encoding for Sorafenib-target kinases, indicating a possible mechanism by which Pinometostat could enhance Sorafenib cytotoxicity. We confirmed that DOT1L regulates expression of RAF1 and BRAF, because Pinometostat treatment affected their expression, and combining Pinometostat and Sorafenib increased BRAF protein down-regulation. Most importantly, BRAF inhibitors also synergized with Sorafenib.

## 4. Material and Methods

### 4.1. Cell Lines and Primary Cultures of AML

WSU-AML cell line was kindly provided by St. Jude Children’s Research Hospital, Memphis, TN, USA. All other AML cell lines were obtained from DSMZ and were cultured in RPMI-1640 (MOLM-13, NOMO-1, THP-1, U-937, HL-60, CMK, KG1a, KASUMI-1, and WSU-AML), IMDM (MV4-11), or MEM-Alpha (OCI-AML3 and HS-5 human stromal cells) media (Thermo Fisher Scientific Inc., Rockford, IL, USA) supplemented with 10%–20% Fetal Bovine Serum (FBS) (Thermo Fisher Scientific Inc.), 100 U/ml penicillin, and 100 μg/ml streptomycin (Sigma-Aldrich, Saint Louis, MO, USA) at 37 °C, in a humidified atmosphere of 5% CO_2_. Samples from pediatric AML patients (n = 15) were collected with informed consent according to institutional guidelines. This study was conducted according to the principals of the Declaration of Helsinki and was approved by the Independent Ethics Committee of the University Hospital of Bologna “S. Orsola-Malpighi” (The approval code: 61/2002/O). Primary AML samples were isolated using Ficoll-Paque (GE Healthcare Bio-Sciences AB, Uppsala, Sweden) and were co-cultured on a layer of human stromal HS-5 cells in DMEM medium supplemented with 20% FBS, penicillin–streptomycin, and human cytokines (100 ng/mL SCF, 10 ng/mL IL3, 20 ng/mL IL6, 10 ng/mL TPO, and 10 ng/mL FLT3L from PeproTech EC, Ltd., London, UK) [18]. Human AML cell lines and pediatric AML primary sample features are summarized in Tables S1 and S2, respectively.

### 4.2. Inhibitors and Treatments

Pinometostat, Sorafenib, Vemurafenib, and AZ628 were purchased from Selleck Chemicals (Houston TX, USA), and GW5074 was purchased from Tocris (Cookson Inc., Avonmouth, UK). All the drugs were dissolved in dimethyl sulfoxide (DMSO) (Sigma-Aldrich) to obtain a 10 mM stock solution. AML cell lines and primary AML cells were cultured for up to 28 days or for 48 h in the presence of Pinometostat or Sorafenib, respectively, or DMSO (control cells). Overall, the final DMSO concentration during all incubations was kept below 0.1%, in order to avoid effects on the differentiation potential of AML cells.

For long-term culture, AML cells and primary samples were plated at a density of 10^5^ and 10^6^ cells/mL, respectively. Growth media and Pinometostat were replaced every 4 days, and, on days of media replacement, leukemic cells were collected, counted, and analyzed as required. For cell viability analysis, the drugs were added at increasing concentrations (from 0.1 to 10 µM Pinometostat; from 1 nM to 10 µM Sorafenib, Vemurafenib, GW5074, and AZ628). For drug-combination experiments with Pinometostat and Sorafenib, both AML cell lines and primary AML samples were first treated with 1 µM Pinometostat for 4 or 8 days, and then 1 µM Sorafenib was added for a further 24 or 48 h (combination times: 4 days + 24 h; 8 days + 24 h; 4 days + 48 h; 8 days + 48 h). For all other analyses, Pinometostat was employed at 1 µM. For drug-combination experiments with Sorafenib, Vemurafenib, GW5074, and AZ628, AML cell lines were plated at a density of 0.2 × 10^6^ cells/mL and treated with single or simultaneously combined agents at increasing concentrations (from 1 nM to 10 µM) for 24 h. 

### 4.3. Statistics

Data are presented as mean values ± SD and were statistically analyzed using a two-tailed unpaired *t*-test or one-way ANOVA with GraphPad Prism Software (GraphPad, San Diego, CA, USA). A *p* value of <0.05 was considered statistically significant.

Additional materials and methods are described in the Supplementary Materials.

## 5. Conclusions

In summary, our data show that DOT1L inhibition has drastic repercussions for the gene expression program in AML cells irrespectively of *MLL*-r, and they provide a comprehensive picture of the cellular functions likely regulated by DOT1L methyltransferase activity. Importantly, our preliminary data on the favorable interaction between Pinometostat and Sorafenib provide the rationale to investigate this drug combination as a novel and more effective approach to treat pediatric AML patients. Although further in vivo analyses are required, our results are of particular interest in light of the limited therapeutic strategies for pediatric AML patients. 

## Figures and Tables

**Figure 1:**
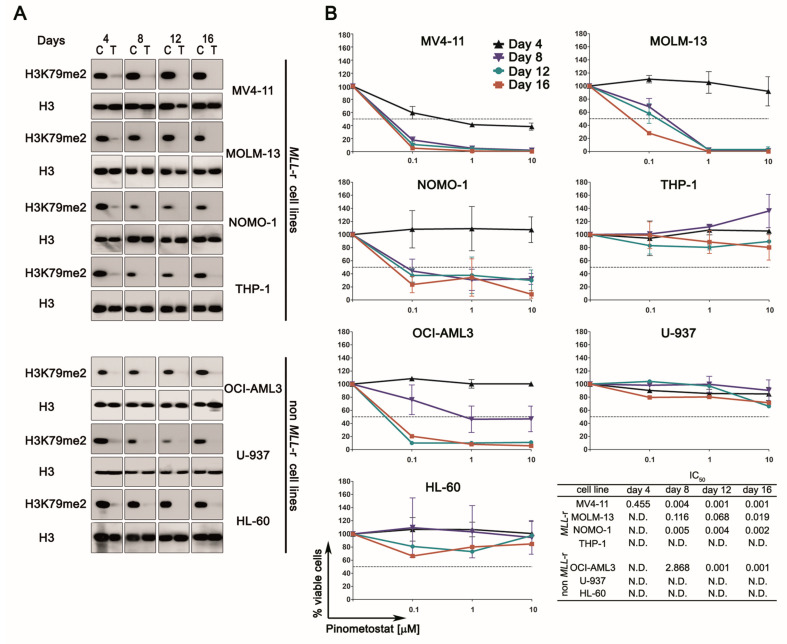
Pharmacological targeting of DOT1L in human acute myeloid leukemia (AML) cell lines with or without mixed lineage leukemia rearranged (*MLL*-r). (**A**) Western blotting analysis of histones isolated from *MLL*-r and non-*MLL*-r AML cell lines treated with 1 µM of Pinometostat or DMSO 0.01%. H3K79me2 levels were analyzed every 4 days for a period of 16 days. Molecular weights are indicated on the right. C: control cells; T: treated cells. (**B**) Growth curves of *MLL*-r and non-*MLL*-r AML cell lines treated with increasing concentrations of Pinometostat or DMSO 0.01% as vehicle control for up to 16 days and summary of IC_50_ concentrations. Results of three independent replicates are presented as means ± SD.

**Figure 2:**
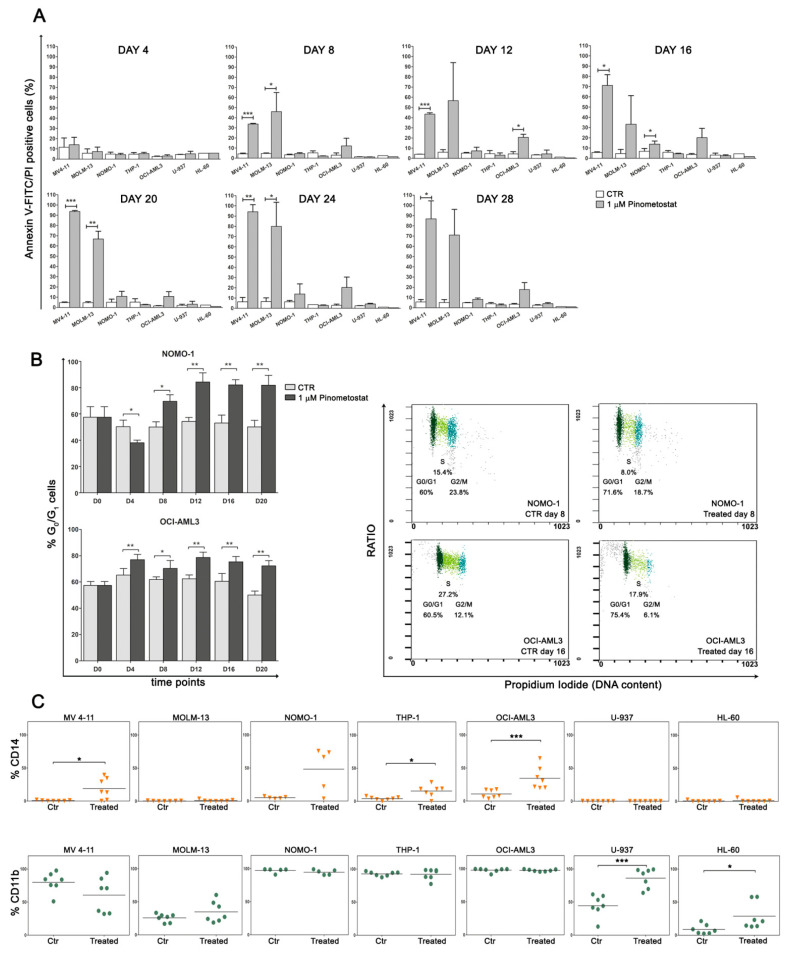
Impact of Pinometostat treatment on apoptosis, cell cycle, and differentiation. *MLL*-r and non-*MLL*-r human AML cell lines were treated with 1 µM of Pinometostat or DMSO 0.01% for up to 28 days and analyzed every 4 days. (**A**) Flow cytometry analysis of apoptosis measured by Annexin V-FITC/PI staining. Results of three independent replicates are presented as means ± SD. (**B**) Increase in G_0_/G_1_ phase cells in Pinometostat-sensitive NOMO-1 and OCI-AML3 cell lines, as measured by flow cytometry (left panels), and representative dot plots showing G_0_/G_1_ cell cycle phase increase at two time points (day 8 and 16, right panels). Cell cycle analyses were performed every 4 days for a period of 20 days (D0–D20). Results of two independent replicates are presented as means ± SD. (**C**) Modulation of CD14 (upper panels) and CD11b (lower panels) myeloid surface markers in AML cell lines. CD14 and CD11b were analyzed by flow cytometry every 4 days for a period of 28 days, and markers’ expression in Pinometostat-treated AML cell lines was compared to that of control cells. Ctr: control cells (DMSO 0.01%). Asterisks indicate levels of significance (* *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001).

**Figure 3:**
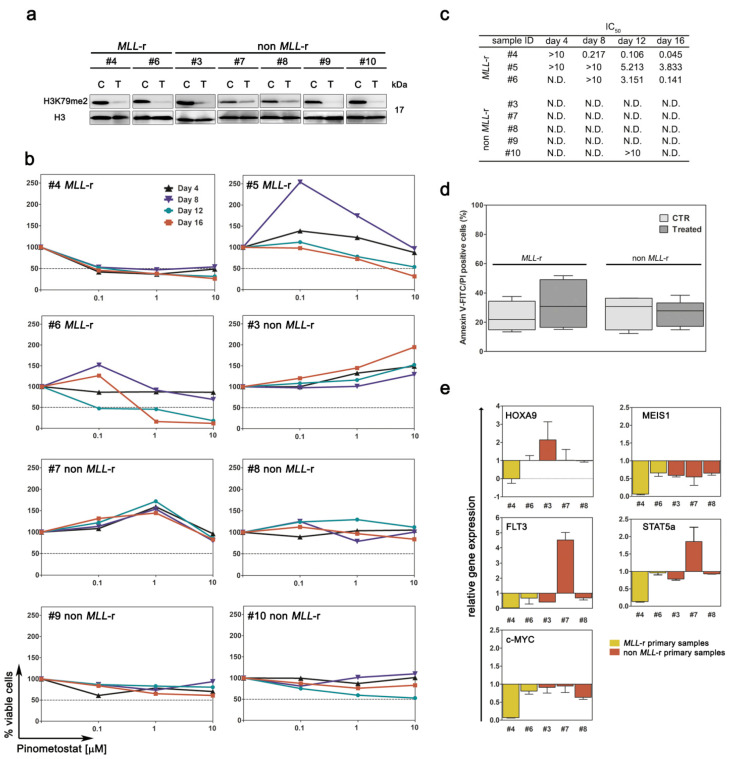
Pharmacological targeting of DOT1L in primary AML cells derived from pediatric patients with or without *MLL*-r. Primary AML cells were treated with Pinometostat for up to 16 days. (**A**) Western blot analysis of H3K79me2 levels following 8 days of treatment with 1 µM of Pinometostat or DMSO 0.01%. Molecular weights are indicated on right. C: control cells; T: treated cells. (**B**) Growth curves of primary AML cells treated with increasing concentrations of Pinometostat for up to 16 days. (**C**) Summary of IC_50_ concentrations. (**D**) Average percentage of apoptotic cells measured by flow cytometry in *MLL*-r and non-*MLL*-r primary AML cells treated for 16 days with 1 µM of Pinometostat or DMSO 0.01%. Ctr: control cells. Data are presented as means ± SD. (**E**) Modulation of gene expression induced by 8 days of treatment with 1 µM of Pinometostat and quantified by RT-PCR. Relative mRNA expression in treated vs. control cells was calculated using the 2^−ΔΔCt^ methods. Results of three independent replicates are presented as means ± SD.

**Figure 4:**
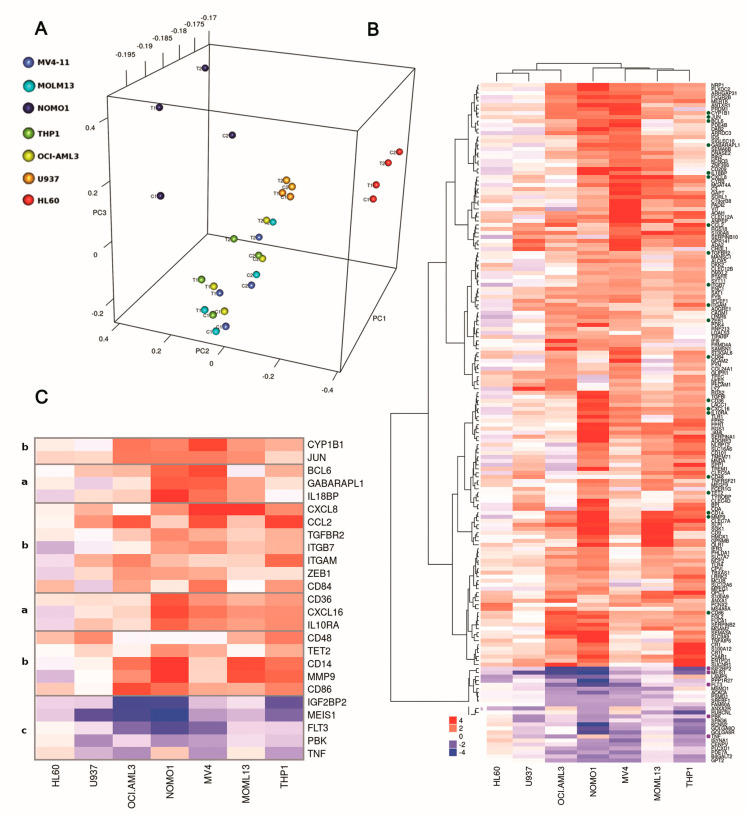
Global gene expression profiling in *MLL*-r and non-*MLL*-r human AML cell lines treated with Pinometostat. All AML cell lines were treated with 1 µM Pinometostat or DMSO 0.01% for 8 days, because in previous analyses, this drug exposure time significantly impacted proliferation, differentiation, and transcription processes. (**A**) Principal component analysis (PCA) plot of gene expression data. Two replicates for each cell line and condition are shown. C1: control cells, replicate 1; T1: treated cells, replicate 1; C2: control cells, replicate 2; T2: treated cells, replicate 2. (**B**) Heatmap and hierarchical clustering of fold changes in gene expression in response to Pinometostat for the 171 genes concordantly up- or down-regulated in at least three out of seven AML cell lines. The dendrogram clusters genes based on *MLL*-r. Genes involved in sustaining cancer cells or in hematopoietic cell differentiation are indicated with dots and are detailed in (**C**) (group a: up-regulated genes only in *MLL*-r cells; group b: up-regulated genes shared between *MLL*-r and non-*MLL*-r cells; group c: down-regulated genes shared between *MLL*-r and non-*MLL*-r cells). The color scale reflects the fold change in gene expression in response to Pinometostat, ranging from down-regulated (blue) to up-regulated (red).

**Figure 5:**
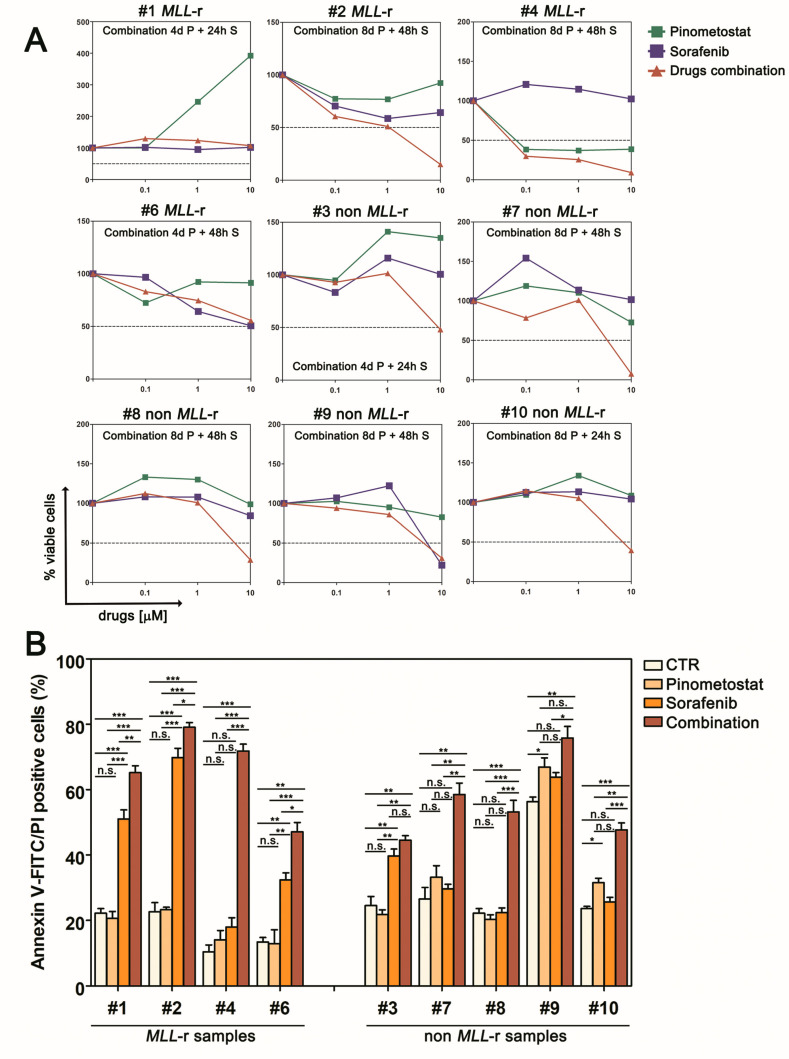
Pinometostat sensitizes primary cells from pediatric AML patients to Sorafenib treatment. (**A**) Growth curves of primary AML cells pre-treated with Pinometostat before Sorafenib addition (Pinometostat/Sorafenib ratio 1:1). The pre-treatment model consists of 4 or 8 days of treatment with Pinometostat followed by 24 or 48 h treatment with Sorafenib. Combination times are indicated in each panel. (**B**) Flow cytometry analysis of apoptosis measured by Annexin V-FITC/PI staining in primary AML cells treated with 10 µM of Pinometostat (8 days), Sorafenib (48 h), or combined drugs (8 days + 48 h). Ctr: control cells (DMSO 0.01%). Results of three independent replicates are presented as means ± SD.

**Figure 6:**
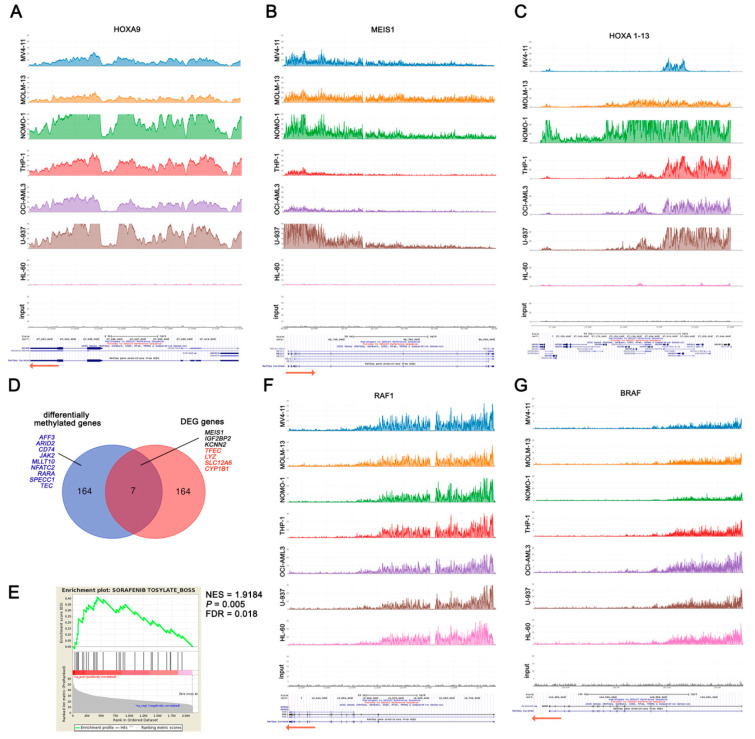
H3K79 methylation in *MLL*-r and non-*MLL*-r human AML cell lines. (**A**–**C**) are H3K79me2 profiles of MLL target genes. (**D**) Venn diagram showing the overlap between the 172 genes differentially methylated in *MLL*-r compared to non-*MLL*-r human AML cell lines and the 171 genes differentially expressed upon Pinometostat treatment and shared between at least three AML cell lines. Overlapping genes are reported (black: down-regulated genes; red: up-regulated genes). Additional genes with important roles in regulating signaling cascades, transcription, or cell development, and differentially H3K79me2 enriched in *MLL*-r compared to non-*MLL*-r, are indicated in blue. DEG: differentially expressed genes. (**E**) Gene set enrichment analysis (GSEA) of commonly H3K79me2 enriched genes in both *MLL*-r and non-*MLL*-r AML cells showing the enrichment in Sorafenib’s drug signature. The normalized enrichment score (NES) and the statistically significant False Discovery Rate (FDR) and *p* values are indicated. (**F**) and (**G**) are H3K79me2 profiles of *RAF1* and *BRAF*, which encode for Sorafenib targets.

**Figure 7:**
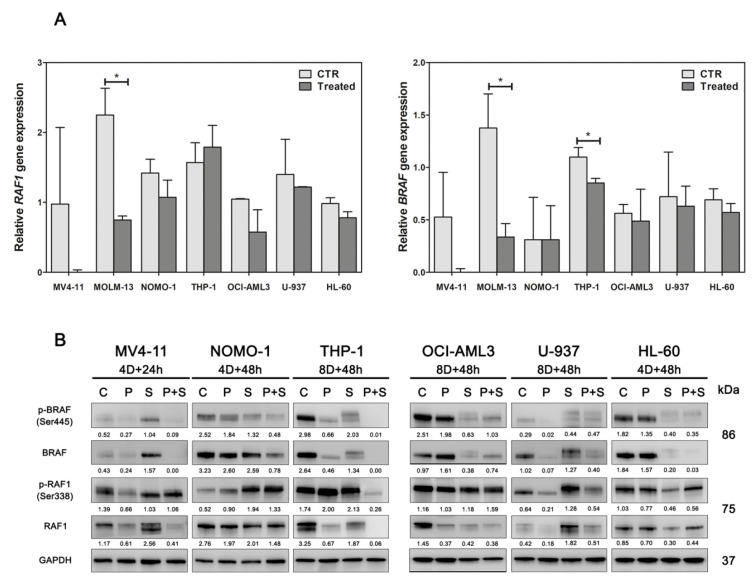
Impact of Pinometostat and Sorafenib on RAF1 and BRAF expression. (**A**) Assessment of *BRAF* and *RAF1* gene expression in AML cell lines treated with the DOT1L inhibitor Pinometostat for 16 days. CTR: control cells (DMSO 0.01%); Treated: cells treated with 1 µM Pinometostat. Results of three independent replicates are presented. Data are expressed as 2^ΔΔCt^ ± SD, and the universal human reference RNA was used as calibrator. (**B**) Western blot analysis of BRAF and RAF1 total and phosphorylated proteins in AML cell lines treated with 1 µM of Pinometostat and Sorafenib as single agents or in combination. Combination times are indicated for each cell line (4/8D: 4/8 days). Antibody to GAPDH served as a loading control. Molecular weights are indicated on right. C: control cells (DMSO 0.01%); P: Pinometostat treatment; S: Sorafenib treatment; P+S: combined treatment (Pinometostat and Sorafenib). Densitometric data were normalized on GAPDH.

**Table 1:** Selected DOT1L target genes with major roles in cell proliferation and survival.

**Cell division cycle (CDC) genes**
*CDC123 CDC25A CDC27 CDC34 CDC37 CDC40 CDC42 CDC45 CDC6 CDC73 CDCA4 CDCA5 CDCA8*
**Cyclin-dependent kinases**
*CDK1 CDK12 CDK13 CDK4 CDK6 CDK9 CDKN1B CDKN2C*
**Gene involved in transcription regulation**
*E2F1 E2F3 E2F4 ELOF1 ELL EFTUD2 ELP2 EPC1 EPC2 ERH EZH2 EEF2K EEF1B2 EEF1D EEF1E1 EEF1G EEF2 EIF2S2 EIF2A EIF2B4 EIF2B5 EIF2C2 EIF3B EIF3D EIF3E EIF3H EIF3J EIF3L EIF3M EIF4G1 EIF4G3 EIF4A3 EIF4B EIF4E EIF4EBP1 EIF4EBP2 EIF4H EIF5 EIF5A EIF5B EIF6 ETF1*
**Bcl-2 family members**
*BCL2 BNIP2 BAK1 BAG1 BAG5 BAG6 BCLAF1 BCL2L11 BID*
**p53 signaling components**
*TP53RK TP53BP2 MDM2 MDM4*
**Methyltransferases**
*EHMT1 METTL10 METTL11A METTL14 METTL16 METTL19 MLL MLLT1 MLL2 MLL3 MLL5*
**Members of MAP kinases**
*MAPK1 MAPK1IP1L MAPK14 MAPK6 MAPKAP1 MAP2K2 MAP2K3 MAP3K1 MAP3K4 MAP3K7 MAP4K5 MAPKAPK2 MAPKAPK3 MAPKAPK5*
**Cancer related genes**
*PDGFRA MYC PIM3 PARP1 POU2F1 CXCR4 CDKN1B IGF2R*
**Genes encoding for proteins with a reported role in leukemia [27,28,29,30]**
*SETD2 CBFA2T3 CEBPA RUNX1 RUNX2 EZH2 IKZF1 CREB1 FBXW7 NPM1 LMO2 LYL1*
**Genes encoding for proteins with a reported functional interdependence with DOT1L [31,32]**
*BRD4 DUSP6 DOT1L*
**PI3K signaling members**
*AKT2 MCL-1 RICTOR GSK3B PIK3C3*

## Data Availability

Gene expression data have been deposited in the GEO repository (Accession ID: GSE144638). Databank URL: https://www.ncbi.nlm.nih.gov/geo/. ChIP-seq data generated during this study are included in this published article as supplementary tables.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/7/1972/s1. Supplementary Methods, Figures, and Tables; Table S3: Differentially expressed genes in treated vs. control AML cell lines; Table S4: Genes with a differential H3K79me2 peak enrichment in *MLL*-r compared to non-*MLL*-r AML cell lines; Table S5: Genes with H3K79me2 peak enrichment in both *MLL*-r and non-*MLL*-r AML cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

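Global gene expression was measured in 7 human AML cell lines, 4 with MLL-r (THP-1, NOMO-1, MOLM-13 and MV4-11) and 3 without it (HL-60, U-937 and OCI-AML3), after 8 days in 1 µM Pinometostat or in DMSO 0.01%. There are 2 arrays per line and condition, 28 in all. Total RNA was labelled with biotin using the GeneChip WT PLUS kit and hybridized to Clariom S arrays with 1 channel. The values used here are the authors' deposited log2 signals per probe set, background corrected, quantile normalized and summarized by RMA in R 3.6.1 over all arrays together, and not centred per gene. Filters applied before deposition are not given in the sources used here. Values run from 1.19 to 14.23 and array medians from 5.61 to 5.76. The scale and the direction of the comparison were checked against the part of Table S3 held here (1998 of 18,624 entries for MV4-11, MOLM-13 and NOMO-1 and 558 for THP-1): the treated minus control differences computed here were within 0.001 of its fold changes for 99.7% of 1646 genes in MV4-11, 99.7% in MOLM-13, 99.8% in NOMO-1 and 100% in THP-1. The correlation of log10 p between Table S3 and the fits here was 0.9986, 0.9938, 0.9996 and 1, and these fits hold no replicate pairing.

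Of 27,189 entries of the array table, 5741 array controls and normalization probes were left out, and of the 21,448 transcript probe sets 17,709 carried 1 gene symbol each. The other 3739 probe sets have no name here and were used only in an alternative. The 20 genes with several probe sets were averaged, which gave 17,687 genes, all tested without a filter on signal. TNF, KCNN2, HOXA9, HOXA10 and BRAF, which the paper names, were not measured by name here, and some other items are not reported here. Sequence-level or exon-level analysis was not done, and the H3K79me2 ChIP-seq data were not analysed here beyond the values of Table S4.

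Within each line, treated and control arrays (2 against 2) were compared with limma 3.58.1 (lmFit and eBayes, R 4.3.3). A gene was called at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of Section 2.4 with its fold change of 1 read on the log2 scale, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside these. Genes called in one direction in at least 3 lines and in the other in none were counted as concordant, and grouped as shared if at least 1 MLL-r and at least 1 non-MLL-r line was called. Gene labels were shuffled within each line 100 times to find how many concordant genes arise without any link between lines. For statements about AML lines as such, the 7 treated minus control differences, 1 per line, were tested with limma as the samples: their average, MLL-r minus non-MLL-r lines, and sensitive minus not sensitive lines as Section 2.1 names them. These counts were compared with those of all 35 splits of 4 against 3 lines and of all 64 sign changes of the line differences. The count used there, genes at an unadjusted p under 0.05, was chosen after the adjusted counts of 0 were known. The main comparisons, the thresholds and most alternatives were chosen before the data were examined.

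The replicate numbers pair the arrays: the deviation of a control array from its condition mean and that of the treated array with the same number correlated at 0.42 (HL-60) to 0.64 (NOMO-1) across genes in all 7 lines. The comparisons follow Table S3 in leaving the pairing out, and the replicate number as a block is given beside a result where it changes it. Between replicates of a condition the root mean square difference per gene was 0.38 to 0.67 log2, and the standard deviation of the treated minus control differences over genes was 0.26 (U-937) to 0.64 (NOMO-1).

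Gene lists of known function were written down from general knowledge: 32 lists, 7 of them for other cell types, and 12 lists taken from Table 1, which rest on ChIP-seq and not on these arrays. They were tested with camera on the 7 line differences, with a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over all lists together. For each list the members higher and lower after adjustment over the list alone were counted, and the calls per line. List medians of MLL-r and non-MLL-r, and of sensitive and not sensitive lines, were compared by exact permutation over the 35 splits, whose smallest possible p is 0.0286, too large for a single list to pass after adjustment over 32 lists. For Table S4, 171 of the 172 genes are held here, so the planned Fisher's exact test of its overlap and camera on its genes were not run, and its genes are described by counts and medians with limma on the control arrays.

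Principal components were computed from the log2 values centred per gene. Shares of variance are sums of squares over genes for cell line, treatment, treatment within line, replicate number and residual. The procedure was tested on simulated data with the spread of these arrays, in which 100 genes were changed by 1 log2 and 100 by 2: within a line 42% to 60% of genes changed by 1 log2 and 96% to 100% of those changed by 2 were called, with 31 to 277 unchanged genes called (252 in MOLM-13 and in HL-60, more than the 167 and 77 genes called there in all, so this simulation, which has no pairing, overstates chance calls in these 2 lines); concordance in 3 lines recovered 82% and 100% with 0 unchanged genes; the average over 7 lines recovered 93% and 99% with 5 unchanged genes. Each simulated change was the same in all lines, or in all MLL-r lines, with spread drawn at random over genes. In the data the effect differing between lines carried 8.55% of the variance and the shared effect 3.24%, so real genes may be recovered less often. In a simulated list shifted by 0.5 log2, camera gave an adjusted p of 2.37e-64 and called 0 of 19 unshifted lists. Its genes were drawn independently, while real lists had estimated correlations up to 0.68 (mitosis). It thus cannot show how often camera miscalls such lists. Alternatives covered the design (replicate block, all 28 arrays in one fit), the test (the two-tailed unpaired t-test of the methods, eBayes with trend and robust, fry), normalization again by quantiles or by medians, a filter for dim genes (log2 5 or more in at least 4 arrays), the handling of several probe sets, the thresholds, the number of lines, and leaving out each replicate and each line. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.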

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

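The checks here are a Dixon test for one line standing apart from the other 6, set before the values were seen, and tests of explanations, of which the low control level of interferon genes, the single replicate for cholesterol genes and the regrouping of lines were named before and all others after the result was seen. The share of at least 0.3 used below to pick out lists in single lines was also chosen after, and so was the count used for regrouping, taken once the adjusted counts of 0 were known.

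Of 105 sets of 7 line values tested (32 gene lists and 73 genes), 9 had one line apart, 7 of them lists and 2 genes, and the test alone picks about 1 in 20 sets by chance. NOMO-1 was that line for monocyte and macrophage genes (median 1.46 log2, other lines 0.14 to 0.54), neutrophil maturation genes (1.34, others −0.05 to 0.27), hematopoietic lineage antigens (0.54, others −0.01 to 0.22), chemokines and inflammatory cytokines (0.81, others −0.01 to 0.23), megakaryocyte markers (0.46, others −0.09 to 0.12) and the stem cell factor receptor KIT (−2.06, others −0.20 to 0.64). OCI-AML3 stood apart for interferon response genes (1.5, others −0.21 to 0.18). MV4-11 stood apart for p53 targets (−0.44, others −0.05 to 0.11), with the cell cycle inhibitor CDKN1A at −2.14, and for the co-chaperone BAG2 (−1.38, others −0.69 to −0.25).

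Single lines moved a large part of several gene groups at the unadjusted thresholds. In NOMO-1, 12 of 19 neutrophil maturation genes, 14 of 31 chemokines and cytokines (the hyaluronan-binding TNFAIP6 at 5.60 log2), 11 of 36 lysosomal genes (the protease LGMN at 3.53), 9 of 27 genes of MAPK output (the phosphatase DUSP6 at 1.64), 9 of 22 immediate early genes (the nuclear receptor NR4A3 at 2.96), 6 of 12 MHC class II genes and 6 of 14 eosinophil, basophil and mast cell genes (the granule protein CLC at 5.13) were called higher, and 9 of 29 genes of MYC and ribosome biogenesis (LYAR at −1.78) and 6 of 19 of cholesterol biosynthesis (DHCR7 at −1.85) lower. In MV4-11, 9 of 12 MHC class II genes (HLA-DPB1 at 3.05) were called higher, and 15 of 47 DNA replication (CHAF1B at −1.38) and 12 of 37 mitosis genes (KIF2C at −1.34) lower. THP-1 had 4 of 12 MHC class II genes higher, U-937 5 of 13 primary granule genes (MS4A3 at 1.97), and OCI-AML3 27 of 39 interferon response genes. Between groups of lines, the list of leukemia and stem cell genes had a lower median change in MLL-r lines (difference −0.19; exact permutation p = 0.0286, the smallest that 35 splits allow, adjusted p = 0.457 over 32 lists), and cholesterol biosynthesis in sensitive lines (difference −0.59).

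Interferon response genes in OCI-AML3: MX1, OAS1, OAS2 (4.41 ± 0.32 log2) and IFIT1 (4.31 ± 0.33) rose with 18 of 39 listed genes at an adjusted p under 0.05, in a non-MLL-r line that the paper names sensitive. A single treated culture is an unlikely source, since 34 of 39 genes had both treated arrays above both controls. A control level lower than in other lines is an unlikely source too, the median gene of the list lying only −0.10 log2 from its own mean in the other 6 lines. The level as such was low in both, with medians of 4.95 log2 in OCI-AML3 controls and 5.19 in the mean of the other 6 lines. Whether the cells made interferon cannot be told: the largest change of 21 interferon genes was 0.59 log2 (IFNA2), 0 were called, and only 3 lay above log2 5 in controls. RT-PCR of interferon beta and of MX1, or an interferon receptor block, in OCI-AML3 treated with Pinometostat would tell.

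Cholesterol biosynthesis in sensitive lines: the mean of list medians was −0.49 log2 in the 4 sensitive and 0.10 in the 3 other lines, and the desaturase SCD (−1.24 in MV4-11, −1.57 in NOMO-1) and the synthase HMGCS1 (−1.27 and −1.37), chosen after the result was seen, went the same way, with exceptions in single lines such as the sterol sensor partner INSIG1 (−0.73 in MV4-11 but 0.63 in NOMO-1) and the epoxidase SQLE (−1.08 in MV4-11 but −0.10 in NOMO-1). Chance among the lists stays open, because the exact permutation p was the smallest that 35 splits allow and its value adjusted over 32 lists, 0.533, could not have passed for a single list. Slower growth may account for it and cannot be told apart, because the sensitive lines are those named for lower cell numbers. All 4 sensitive lines had a lower DNA replication median than each other line (−0.92, −0.27, −0.74 and −0.21 against −0.11, 0.01 and −0.08). That order follows the grouping itself and is no separate support for growth as the cause. One replicate number alone does not make the cholesterol difference, the smaller of the differences from single replicates being −0.62. Sterol genes in cells slowed by another drug to the same growth rate would separate growth from DOT1L.

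Replicate shift: replicate 2 differed from replicate 1 over the lines, 3114 genes being higher and 4247 lower at an adjusted p under 0.05 with limma, such as GPSM3 (1.26 log2), the endoglin gene ENG (1.17), the fatty acid synthase FASN (1.04) and NT5C3A (−1.33). The shift correlated between lines at 0.24 to 0.74 across genes, at 0.67 or more among OCI-AML3, THP-1, MV4-11, NOMO-1 and MOLM-13, and at most at 0.40 for U-937 and 0.42 for HL-60. A trend with signal level is not the whole of it, since 5048 of 7361 genes passed with the same sign after its removal too, although dim genes (under log2 5) shifted by 0.11 and bright ones (log2 7 or more) by −0.20. Growth state of the cultures may contribute and cannot be told apart: mitosis genes shifted by −0.35 and DNA replication genes by −0.29, with a smallest adjusted p of 0.433 with an estimated correlation. Processing dates of cultures, RNA and arrays would tell a batch of handling from a batch of culture.

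Regrouping of lines: of the 64 sign changes of the line differences, 1, the observed one, gave as many genes at an unadjusted p under 0.05 (2301; highest other 2139), so chance is an unlikely source of the average response. Of 35 splits of 4 against 3 lines, 5 gave at least as many genes as MLL-r against non-MLL-r (1093) and 4 as sensitive against not sensitive (1131), the highest other being 1511 for both and the median 710, so chance may be enough for either grouping.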

How the results depend on the processing

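Every alternative here was chosen before the data were examined except 5: the replicate block with an adjusted p, no fold threshold, keeping genes with a call in the other direction, leaving out NOMO-1 or HL-60 from the concordant genes, and principal components without centring. Over the alternatives, 111 summary counts moved by more than 1.5 times and 193 stayed. Of gene list values 11 changed direction, 57 weakened, 3 strengthened and 345 stayed. Of seven-line values of named genes 7 changed sign, 111 strengthened and 1138 stayed, and of the numbers of lines called per gene 108 moved and 621 stayed. Normalizing again by quantiles or medians moved the share of higher genes in no line by more than 10 points.

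The two-tailed unpaired t-test of the methods, at the same thresholds, called 388 genes in MV4-11, 79 in MOLM-13, 668 in NOMO-1, 227 in THP-1, 228 in OCI-AML3 and 22 in HL-60, with 64 concordant genes: 40 higher in lines of both kinds, 18 higher in MLL-r lines only and 4 lower in lines of both kinds. After Benjamini-Hochberg it left 0 genes in each of the 7 lines and 0 concordant genes in any group, whereas limma left some in 6 lines. Pooling the spread over genes thus carries the calls with 2 arrays per condition. CD36, called in 4 lines with limma, was called in 0 with the t-test.

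The thresholds set the size of the counts. At an adjusted p under 0.05 with limma, 195 genes passed in MV4-11, 7 in MOLM-13, 375 in NOMO-1, 111 in THP-1, 160 in OCI-AML3, 7 in U-937 and 0 in HL-60, with 25 concordant genes (18 higher in both kinds of lines, 4 higher in MLL-r lines only, 3 lower in both). PBK then had 0 lines and CD86 2. With a 1.5-fold threshold, 1760 genes were called in MV4-11, 310 in MOLM-13, 1035 in THP-1, 947 in OCI-AML3, 439 in U-937 and 256 in HL-60, with 360 concordant (211, 78 and 46 in the same order). With no fold threshold U-937 had 651, the others being unchanged, and the concordant genes were 365, 217 of them higher and 49 lower in both kinds of lines. At an unadjusted p under 0.01, MOLM-13 had 100 genes, HL-60 19, and 6 genes were lower in both kinds of lines.

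Asking for at least 2 lines gave 532 concordant genes (187 higher in both kinds, 215 higher in MLL-r lines only, 44 lower in both), 12 of them in Table S4, and at least 4 lines gave 66 (48, 17 and 1, the last being MEIS1). Leaving NOMO-1 out gave 85 concordant genes, 18 of them higher in MLL-r lines only and 2 lower in both kinds, so that the shared falls rest on this line more than the rises do. Quantile normalization again gave 118 genes in HL-60, and the dim filter, which kept 12,512 genes, gave 44.

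With the replicate number as a block and an adjusted p under 0.05, the counts were 1062 in MV4-11, 106 in MOLM-13, 2735 in NOMO-1, 777 in THP-1, 6 in U-937 and 0 in HL-60, so pairing raises the number in 5 lines and not in U-937 or HL-60. At the unadjusted thresholds the block left the total of each line within 1.5 times (MOLM-13 178 in place of 167, with 23 in place of 15 lower genes). Genes such as PBK, CD36 and CYP1B1 passed an adjusted p under 0.05 in further lines only with the block, and at the unadjusted thresholds MSMO1 and SLC39A14 gained a call in NOMO-1. Taking all 28 arrays as samples with the replicate block, 704 genes passed for the average over 7 lines, 31 for MLL-r against non-MLL-r and 33 for sensitive against not sensitive lines. Without the block these were 411, 26 and 22. Arrays of one line are not independent lines, so these counts describe these 7 lines and not AML lines in general.

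Leaving out 1 replicate of 1 condition, in every line at once, left a lone array in that arm of each line. Such an array is taken by limma to vary like the other groups. The counts then ranged from 783 to 1164 in MV4-11, 197 to 1043 in MOLM-13, 462 to 881 in THP-1, 590 to 887 in OCI-AML3, 117 to 183 in U-937 and 227 to 823 in HL-60. Concordant genes ranged from 185 to 261, those higher in both kinds of lines from 83 to 162, those higher in MLL-r lines only from 35 to 85, and those lower in both from 11 to 79, the last without treated replicate 1. PBK dropped to 1 line without control replicate 1 or treated replicate 2, CD36 to 2 lines without control replicate 2, and CD86 to 3 lines without treated replicate 1. The wide ranges, together with the replicate shift, suggest that the size of the counts depends on which replicate numbers are compared, for example 1043 against 197 genes in MOLM-13.

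Leaving out one line or one replicate number for the seven-line tests gave 0 to 5 genes for the average (5 without HL-60), 0 to 2 for MLL-r against non-MLL-r (2 without NOMO-1) and 0 to 1 for sensitive against not sensitive lines (1 without THP-1). The overlap with Table S4 ranged from 3 (without THP-1) to 5 genes. Averages near 0 changed sign: NFATC2 ranged from −0.108 to 0.0433 log2, STAT5A from −0.0371 to 0.235, KDR from −0.0682 to 0.0347 and KIT from −0.28 (without U-937) to 0.17 (without NOMO-1). None of these 4 was read as a change.

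For gene lists, an estimated correlation left 0 lists and fry 0 of the fixed lists at an adjusted p under 0.05, against 22 with the preset correlation. Lists whose median or whose direction in the camera test changed sign were those near 0, here with the range of their medians: cytosolic ribosomal proteins (−0.00997 by fry, and −0.0531 without MV4-11 to 0.0369 without NOMO-1), p53 targets (−0.111 without OCI-AML3 to 0.0171 without MV4-11), Sorafenib target kinases (−0.0168 by fry, −0.125 with the dim filter, and −0.0603 without replicate 1 to 0.0249 without MV4-11), erythroid markers (−0.0971 without replicate 2 to −0.0224 without MV4-11, where only the direction of the test changed) and the BCL2 family (−0.0572 without replicate 2 to 0.0555 without NOMO-1). None of these lists passed in the first place.

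The first principal component carried 28.9% of the variance over the 2000 most variable genes and 99.0% when values were not centred per gene, where it holds the mean level of each gene.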

Differences from the paper's values

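The alternatives used here to look for the source of a difference were chosen before the counts were compared with the paper's, and the comparison of Figure 4C and of the Discussion with the calls per line was made after the results were seen.

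The paper reports 24 genes down-regulated in both MLL-r and non-MLL-r cells, and 14 were found here with the same thresholds, next to 5 called lower in MLL-r lines only, a group that Section 2.4 does not list. The other counts of Section 2.4 are close: 163 concordant genes against 171, 94 higher in both kinds of lines against 98, and 50 higher in MLL-r lines only against 49. Using every probe set, unnamed ones included, gave 16 lower in both kinds of lines, the nearest to 24 of the alternatives that keep the thresholds and all arrays. Counting the 5 genes lower in MLL-r lines only with the 14 may account for part of the gap, because the groups of the paper add up to its total without such a group, and the handling of probe sets may account for another part, as the 16 show. With every probe set the total was 176, with 99 higher in both kinds of lines and 53 higher in MLL-r lines only. The genes beyond these and the 16 lie in groups that Section 2.4 does not list. Both explanations together could thus fill the gap. The replicate block (14), trend and robust fitting (13), quantiles again (11) and median centring (15) leave the gap as it is. The gene list behind Figure 4B would settle it.

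The Section 2.4 analysis is described as paired, while the values of Table S3 held here follow fits without a replicate pairing, as the correlations of log10 p given with the processing show. With the replicate block, the number of genes at an adjusted p under 0.05 in NOMO-1 was 2735 in place of 375, so which design is meant matters for adjusted values and not for the counts at the paper's thresholds (1450 against 1393).

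Figure 4C places ITGB7, TGFBR2 and TET2 with the genes shared by MLL-r and non-MLL-r cells. Here the integrin ITGB7 (1.61 log2 in MV4-11), the receptor TGFBR2 (1.09 in MV4-11, 1.70 in NOMO-1, 1.02 in THP-1) and the DNA demethylase TET2 (1.59 in NOMO-1) were called in MV4-11, NOMO-1 and THP-1 and in no non-MLL-r line. BCL6, GABARAPL1, IL18BP, CD36, CXCL16 and IL10RA, placed with the MLL-r genes, were called in MLL-r lines only here too.

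The Discussion states that IGF2BP2 and MEIS1 were down-regulated in all AML cells. On the arrays both were lower in 7 of 7 lines, but MEIS1 was called lower in 5 and IGF2BP2 in 3 lines. For MEIS1 the 7 lines include HL-60, where control arrays read 3.67 and 4.23 log2 and the paper detected no transcript. The paper also measured less MEIS1 transcript by other assays, in cell lines and in primary samples. The Discussion also states that MEIS1 carried H3K79me2 enrichment only in MLL-r cells, while the values of Table S4 are 5.18 in OCI-AML3 and 4.98 in U-937, and that CYP1B1 was enriched in both kinds of cells, while the values of Table S4 are 0 in the 3 non-MLL-r lines. TNF was not measured by name here. Table S4 as held here has 171 genes against 172 (135 against 136 higher in MLL-r lines, 18 against 18 higher in non-MLL-r lines).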

Other observations

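All lists below were fixed before their values were seen, and the examples named in them were chosen after. The paper's own lists from Table 1 rest on ChIP-seq of the same lines.

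Beside the myeloid lists, several other groups of genes were higher on average over the 7 lines with camera at the preset correlation, and none with an estimated one. Chemokines and inflammatory cytokines had a median of 0.22 log2 (31 genes, 3 higher and 0 lower adjusted over the list alone, adjusted p = 1.97e-07, adjusted p = 0.257 with an estimated correlation), as with the neutrophil attractant CXCL8 (3.04 ± 0.32 in MOLM-13). Lysosomal genes had 0.22 (36 genes, 2 and 0, 6.55e-10 and 0.257), MHC class I genes 0.13 (14 genes, 4 and 0, 0.000988 and 0.219), adhesion genes 0.19 (32 genes, 5 and 1, 0.00526 and 0.219), AP-1 and immediate early genes 0.19 (22 genes, 2 and 0, 0.000581 and 0.28) and primary granule genes 0.21 (13 genes, 0 and 0, 0.00254 and 0.257). Interferon response genes had 0.25 (39 genes, 0 and 0, 1.66e-05 and 0.415), but OCI-AML3 carries this average, and in THP-1 the list was lower (5 genes called lower, camera adjusted p = 0.000361, 0.625 with an estimated correlation). Genes of MAPK output had 0.13 (27 genes, 5 and 1, 0.00233 and 0.257), which concerns the pathway that Sorafenib blocks.

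Lower groups beside those of growth were cholesterol biosynthesis (19 genes, median −0.26, 0 and 0 over the list alone, adjusted p = 1.04e-05, 0.28 with an estimated correlation), ATF4 targets (33 genes, −0.18, 0.00409 and 0.348), leukemia and stem cell genes (30 genes, −0.05, 0 higher and 6 lower over the list alone, 0.02 and 0.257) and oxidative phosphorylation (37 genes, −0.08, 0.0424 and 0.5). In MV4-11 and NOMO-1 the serine synthesis enzymes PSAT1 (−1.46 and −1.59 log2) and PHGDH (−1.44 and −1.01) were called lower. Among genes picked after the result was seen, ACACA (−1.16 log2 in MV4-11, −1.97 in NOMO-1, −1.19 in OCI-AML3), SREBF1 (−1.05 in MV4-11 and NOMO-1, −1.10 in OCI-AML3), FASN (−1.40 in NOMO-1 only) and the desaturase FADS2 (−1.09 in MV4-11, −1.71 in NOMO-1) were called lower, and none of them in MOLM-13, THP-1, U-937 or HL-60.

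Groups that did not pass at the preset correlation were ribosomal proteins (23 genes, −0.01, adjusted p = 0.741), p53 targets (23 genes, −0.06, 0.293), the BCL2 family (17 genes, −0.02, 0.692), the DOT1L complex (18 genes, −0.13, 0.278) and Sorafenib target kinases (11 genes, −0.02, 0.847), although single members moved: BCL2, which blocks apoptosis, fell in OCI-AML3 (−1.95 ± 0.36 log2, adjusted p = 0.0202), the receptors CSF1R (2.72 ± 0.34 in NOMO-1, 1.73 ± 0.27 in MV4-11) and FLT1 (1.99 ± 0.31 in THP-1, 1.86 ± 0.37 in NOMO-1) rose, and FGFR1 rose in OCI-AML3 (1.81 ± 0.33). In MV4-11 and NOMO-1, FLT3 fell while CSF1R rose, and KIT was called lower in NOMO-1 (−2.06 log2, other lines −0.20 to 0.64). The list median near 0 thus holds opposite moves of single kinases. Markers of other cell types served as a contrast: stromal (19 genes, 0.13, 0.0709), erythroid (16 genes, −0.05, 0.506), T and NK (23 genes, 0.05, 0.226), B (15 genes, 0.05, 0.286) and dendritic cells (18 genes, 0.15, 0.182) did not pass, whereas megakaryocyte (14 genes, 0.17, 0.0403) and eosinophil, basophil and mast cell markers (14 genes, 0.19, 0.00348) did at the preset correlation and not with an estimated one (0.257 each), with the platelet chemokine PPBP at 3.82 ± 0.35 log2 in NOMO-1.

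Genes that Table 1 lists as methylated in all lines were lower as a whole (114 genes, median −0.12 log2, adjusted p = 5.86e-06, 0.257 with an estimated correlation). By group the medians were −0.28 for cell division cycle (12 genes, 0 higher and 3 lower over the list alone, 0.000657), −0.25 for cyclin-dependent kinases (7 genes, 0 and 2, 0.0104), −0.13 for transcription regulation (37 genes, 0.000316), −0.17 for methyltransferases (10 genes, 0 and 1, 0.0112, and 0.0272 with fry), −0.15 for the Bcl-2 family (9 genes, 0.0499), −0.20 for p53 signaling (3 genes, 0.182), −0.08 for MAP kinases (12 genes, 0.106), −0.09 for leukemia (12 genes, 0.148), −0.04 for cancer related genes (7 genes, 0.369), 0.13 for PI3K signaling (5 genes, 0.317) and 0.35 for DOT1L interdependence (2 genes, 0.369). With an estimated correlation none of these groups passed, the smallest adjusted p being 0.219 for methyltransferases. CDC25A, CDC6, CDK4 (−1.61 in NOMO-1), CDK1 (−1.30 in MV4-11) and the methyltransferase EZH2 (−1.17 in MV4-11, −1.05 in NOMO-1) were called lower in NOMO-1 or MV4-11, and RUNX2 in OCI-AML3 (−2.06) and THP-1 (−1.59). Lower cell cycle genes may follow from slower growth, which was not separated from loss of the mark. The 4 sensitive lines had the lowest DNA replication medians, but they were named for reduced growth, so this is no separate support. Loss of the mark is not shown to be the cause either.

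Genes that the paper measured by other assays were read on the arrays as well. The integrin ITGAM, known as CD11b, rose in THP-1 (2.29 ± 0.32 log2, adjusted p = 0.00932) and OCI-AML3 (1.82 ± 0.32, adjusted p = 0.0162) and was called higher in U-937 (1.08). CDK6 was lower in 7 of 7 lines and called in NOMO-1 (−1.54) and THP-1 (−1.04). MYC (average −0.20), STAT5A (0.10) and DOT1L (−0.13) were called in no line. The paper, with other assays, reports a fall of FLT3 transcript, a similar pattern for STAT5a and c-MYC, and less STAT5a protein. The arrays called no such fall of STAT5A or MYC, but a call needs an absolute log2 fold change of at least 1. A smaller fall would be missed. MYC was lower in 6 of 7 lines (lowest −0.49 log2) and STAT5A in 3 (−0.21 to 0.30 over the lines). The genes that Figure 4C shows were chosen on these samples and are not independent evidence: all 20 measured higher genes (median 1.08) and all 4 measured lower genes (median −1.23) were concordant here.

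Between sensitive and not sensitive lines, 0 genes passed an adjusted p under 0.05 with limma (smallest 0.248, 4 against 3 lines) and 1131 had an unadjusted p under 0.05, and JUN, a subunit of AP-1, came closest: its change was 1.88 log2 in sensitive and 0.50 in other lines (difference 1.39 ± 0.18). LPAR6 (1.70), KLF10 (1.08), MSMO1 (−1.35), the metallothionein MT1F (−1.55) and CCP110 (−1.0) followed, each at an adjusted p of 0.592. Measuring JUN and MSMO1 by RT-PCR over 8 days in further AML lines of known sensitivity would test whether either marks the response.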
